# PRMT5 inhibition promotes cross-species spermatogonia expansion and suppresses differentiation

**DOI:** 10.1186/s13619-026-00293-x

**Published:** 2026-07-07

**Authors:** Zhaokai Yao, Wen Wang, Kang Tang, Yuning Yang, Shaofang Ren, Yetian Weng, Linzi Ma, Dingyao Chen, Haoxu Gu, Jialin Wan, Zhaoting Liu, Yi Zheng, Chaohui Li, Fang Luo, Xiao-Yang Zhao, Yong Fan

**Keywords:** Spermatogonial stem cells, PRMT5, EPZ015666, Male infertility, Cross-species validation

## Abstract

Spermatogonial stem cells (SSCs) hold great promise for treating male infertility, but their clinical translation is impeded by the lack of optimal conditions to maintain their undifferentiated state in vitro. In this study, we focused on epigenetic regulators upregulated during differentiation as potential targets. Through a small-molecule screen targeting such conserved regulators, we found that PRMT5 inhibition suppressed mouse SSC differentiation and enhanced their proliferation in a GDNF-deficient, differentiation-prone microenvironment in vitro. Using SSC transplantation assays, we confirmed that EPZ015666-treated SSCs retained their spermatogonial identity. This differentiation-inhibitory effect was reversible upon EPZ015666 withdrawal, allowing restoration of normal spermatogenesis. Notably, EPZ015666 also inhibited differentiation and promoted the proliferation of human and non-human primate spermatogonia in vitro. Mechanistically, EPZ015666 exerted this effect by inhibiting the enzymatic active site of PRMT5. These findings suggest that PRMT5 inhibition could provide a novel strategy for culturing human SSCs in vitro.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13619-026-00293-x.

## Background

Spermatogenesis is sustained by spermatogonial stem cells (SSCs), which maintain a dynamic balance between self-renewal and differentiation (Kanatsu-Shinohara and Shinohara 2013). This capacity not only supports lifelong sperm production but also makes SSCs themselves promising candidates for cell-based therapies to treat male infertility, a condition that affects over 100 million men worldwide. Potential applications include fertility restoration in prepubertal boys following gonadotoxic treatments, such as chemotherapy for childhood cancer (Brinster 2007). However, the development of SSC-based therapies faces a major technical barrier, which is the inability to achieve long-term expansion of human SSCs in vitro. Although methods for the long-term culture and transplantation of mouse SSCs are well established, the optimal conditions for the maintenance and propagation of human SSCs remain elusive.

Previous studies have identified the growth factors produced within the testicular microenvironment that support the formation and maintenance of mouse SSCs in vitro, which are designated germline stem cells (GSCs) (Kanatsu-Shinohara et al. 2003, 2005). For example, glial cell line–derived neurotrophic factor (GDNF) (Meng et al. 2000) and its downstream pathways are well-established as critical for SSC self-renewal in mice (Airaksinen And Saarma 2002; He et al. 2008; Lee et al. 2007; Naughton et al. 2006; Oatley et al. 2007). However, reliance on such cytokine-based paradigms has not yet enabled the long-term culture of human SSCs (Goharbakhsh et al. 2013; He et al. 2010; Sadri-Ardekani et al. 2009). Beyond extrinsic growth factors, the intrinsic balance between SSC self-renewal and differentiation is governed by precise molecular mechanisms. Crucially, the transition to differentiation is not merely a passive loss of stemness but an active process driven by specific molecular pathways. This is exemplified by pro-differentiation signals such as retinoic acid, which are essential for initiating differentiation (Bowles et al. 2006; Koubova et al. 2006). Consistent with this model, in vitro short-term cultured spermatogonia (SPG) from primates exhibited a molecular profile closely resembling that of in vivo differentiating progenitors and failed to maintain an undifferentiated SPG state (Bi et al. 2024). Importantly, this bias toward differentiation can be counteracted. For instance, inhibiting differentiation-promoting pathways such as the AKT pathway in human SPG enables expansion of the undifferentiated SPG in vitro (Tan et al. 2020). These findings suggest that actively suppressing differentiation-upregulated mechanisms may be a critical strategy for maintaining human SSCs in an undifferentiated state in vitro.

Notably, fate determination is precisely controlled by epigenetic mechanisms. Among these, DNA methyltransferases (e.g., DNMT3A/B) (Dura et al. 2022; Shirakawa et al. 2013) and histone modifiers (e.g., KMT2B, SETDB1, DOT1L) (An et al. 2014; Lambrot et al. 2015; Li et al. 2020; Lin et al. 2022; Tomizawa et al. 2018) have been shown to be crucial for SSC maintenance and differentiation in model systems. However, whether targeting these epigenetic regulators can establish a stable human SSC culture system remains largely unexplored.

In this study, we observed upregulation of several DNA and histone methyltransferases in differentiating SPG. Through small-molecule screening targeting these epigenetic modifiers, we identified that EPZ015666, an inhibitor of protein arginine methyltransferase 5 (PRMT5), could sustain cultured mouse SSCs proliferation in the absence of GDNF while inhibiting spermatogonial differentiation. Furthermore, mouse SSCs expanded with EPZ015666 successfully engrafted into seminiferous tubules upon transplantation, restored spermatogenesis, and ultimately generated functional sperm cells. Notably, we demonstrated that EPZ015666 could support the in vitro culture of undifferentiated SPG from both human and non-human primates. Collectively, our findings provide a strategy with significant implications for culturing and expanding human SPGs for future clinical use.

## Results

### A screen identifies the PRMT5 inhibitor EPZ for mouse SSC maintenance

To uncover novel epigenetic factors that regulate SSC fate, we analyzed single-cell transcriptomes from human, macaque, and mouse (Shami et al. 2020). Consistent with previous reports, expression patterns of conserved marker genes suggested that SPG1-2 represent undifferentiated SPG, SPG3-5 correspond to progressive differentiation stages, and SPG6 consists of cells preparing for meiosis (Fig. S1A, B). Our analysis revealed that the transition from undifferentiated (SPG1-2) to differentiating (SPG3-5) SPG was accompanied by the upregulation of epigenetic modifiers, particularly DNA and histone methyltransferases such as *DNMT1, EHMT2, EZH2, PRMT3* and *PRMT5* (Fig. S1C). Furthermore, the gene scores of “Histone H4R3 Methylation” and “Maintenance of DNA Methylation” showed higher levels in differentiating SPG (SPG3–5) than in undifferentiated SPG (SPG1–2) (Fig. S1D). These findings led us to hypothesize that these upregulated epigenetic regulators might be required for spermatogonial differentiation. If so, inhibiting their activity would suppress SPG differentiation and maintain them in a proliferative and undifferentiated state.

To test this, we conducted a small-molecule screen targeting these factors under conditions that induce spermatogonial differentiation (Fig. 1A). As a negative control (NTC), we used GDNF withdrawal, which prior reports indicate triggers early SSC differentiation (Brinster 2007; Kubota et al. 2004a,b; Ryu et al. 2005). This approach aimed to identify compounds that could suppress differentiation and thereby promote cultured mouse SSCs expansion over 6 days. Our primary screen identified several hits corresponding to inhibitors of genes up-regulated during SPG differentiation. This finding largely supports our hypothesis (Fig. 1B, Fig. S1C, Table 1). Among these, the PRMT5 inhibitor EPZ015666 (hereafter EPZ) exhibited the most potent effect, increasing the number of cell clones by more than 3 standard deviations above the mean of NTC replicates (Fig. 1B). A dose–response assay based on cell clone number confirmed its efficacy and identified 1 μM as the optimal concentration for maximizing clone formation. This concentration was used in all subsequent culture experiments (Fig. 1C).

**Fig. 1:**
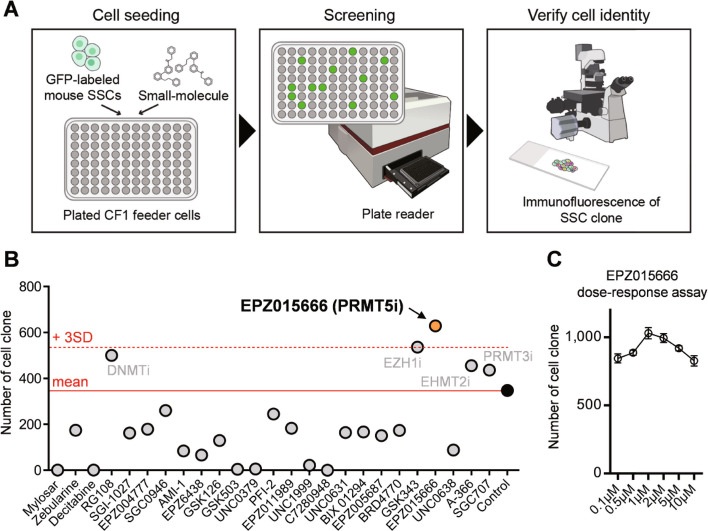
Screening for small molecule inhibitors. **A** Schematic outline of the small-molecule screening. **B** Scatter-plot representation of the results of chemical library screening (10 μM). The average value (red line) and 3 SDs (standard deviations: red dotted lines) for the negative controls are indicated. **C** EPZ015666 concentration gradient test (*n* = 3 biologically independent samples). Error bars indicate mean ± SEM from three independent experiments

**Table 1:** List of small-molecule compounds for screening

MOLENAME	CAS	Receptor
Mylosar	320-67−2	DNA methyltransferase (DNMT)
Zebularine	3690-10-6	Cytidine deaminase
Decitabine	2353-33−5	DNA methyltransferase (DNMT)
RG108	48208-26−0	DNA methyltransferase (DNMT)
SGI-1027	1020149-73−8	DNMT1; DNMT3A; DNMT3B
EPZ004777	1338466-77−5	DOT1L
SGC0946	1561178-17−3	DOT1L
AMI-1	20324-87−2	PRMT1
EPZ6438	1403254-99−8	EZH2
GSK126	1346574-57−9	EZH2
GSK503	1346572-63−1	EZH2
UNC0379	1620401-82−2	SETD8
PFI-2	1627676-59−8	SETD7
EPZ011989	1598383-40−4	EZH2
UNC1999	1431612-23−5	EZH1; EZH2
C7280948	587850-67−7	PRMT1
UNC0631	1320288-19−4	EHMT2
BIX 01294	1392399-03−9	EHMT2
EPZ005687	1396772-26−1	EZH2
BRD4770	1374601-40−7	EHMT2
GSK343	1346704-33−3	EZH1; EZH2
EPZ015666	1616391-65−1	PRMT5
UNC0638	1255580-76−7	EHMT2
A-366	1527503-11−2	EHMT2
SGC707	1687736-54−4	PRMT3

### EPZ treatment promotes spermatogonia expansion while suppressing their differentiation

To validate cell identity, we performed immunofluorescence analysis. In the first passage, we observed a significantly higher number of cells that were double-positive for the mouse SSC marker ID4 (Chan et al. 2014; Sun et al. 2015) and the proliferation marker KI67 in the EPZ group compared with the NTC group (Fig. 2A, B). Furthermore, immunofluorescence analysis showed that the EPZ group had significantly fewer DDX4^+^DMRT1^+^ cells than the NTC group (Fig. 2C, D), while DMRT1 is known to promote spermatogonial differentiation in SPG (Matson et al. 2010; Zhang and Zarkower 2017).

**Fig. 2:**
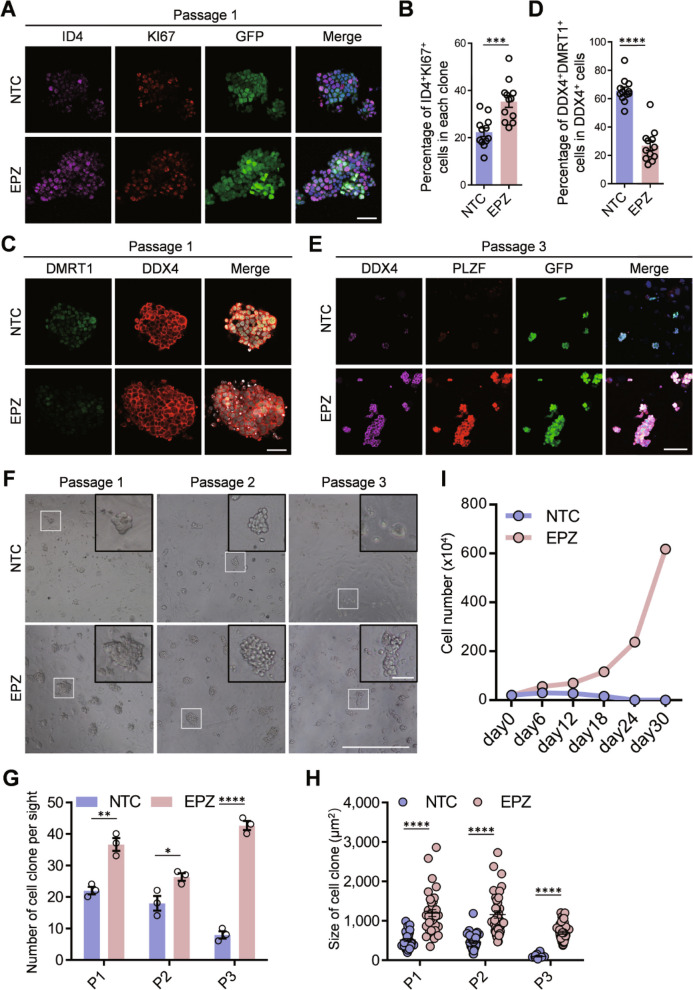
EPZ treatment promotes spermatogonia expansion and inhibits differentiation. **A** Immunofluorescent staining of ID4^+^KI67^+^ cells cultured in NTC and EPZ groups. Scale bar, 50 μm. **B** Quantitative analysis of the percentage of ID4^+^KI67^+^ cells in each clone. Each circle represents the statistical result from one clone (12 clones from each group; *n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ***P < 0.001. **C** Immunofluorescent staining of DMRT1^+^DDX4^+^ cells in NTC and EPZ groups using SSCs from B6D2F1 male mice (C57BL/6 × DBA/2). Scale bar, 50 μm. **D** Quantitative analysis of the percentage of DMRT1^+^DDX4^+^ cells in DDX4^+^ cells. Each circle represents the statistical result from one clone (11 clones from each group;* n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001. **E** Immunofluorescence analysis of DDX4^+^PLZF^+^ cells in NTC and EPZ groups. Scale bar, 50 μm. **F** Bright-field images of cultured mouse SSC clones over three passages. The black-bordered image shows a magnified view of the area within the white square. Scale bars: 250 μm and 50 μm (magnified view). **G** Quantitative analysis of the number of cell clones per sight from Fig. 2F. Each circle represents the statistical result from one field of view (*n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; *P < 0.05, **P < 0.01, ****P < 0.0001. **H** Quantitative analysis of the clone size from Fig. 2F. Each circle represents the statistical result from one clone (*n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001. **I** SSC proliferation curves in NTC and EPZ groups across five passages (up to Day 30)

To evaluate the effects of EPZ treatment on cultured mouse SSCs over multiple passages, we compared the EPZ group with the NTC group. By the third passage (day 18), the EPZ group maintained distinct expression of the key undifferentiated SPG marker PLZF (Buaas et al. 2004; Costoya et al. 2004), whereas PLZF expression was nearly absent in the NTC group (Fig. 2E). Furthermore, during three consecutive passages, the EPZ group consistently exhibited notably larger clones and a significantly higher clone count than the NTC group. In contrast, the NTC group exhibited a progressive decline in both clone size and number, eventually losing typical SSC clonal morphology (Fig. 2F-H). Notably, by the fifth passage (day 30), a gradual increase in cell number was still observed in the EPZ group, whereas the NTC group had almost diminished (Fig. 2I).

To determine the in vivo impact of EPZ, we treated mice with EPZ, using the solvent vehicle as the control (Fig. S2A). In comparison with the vehicle group, the testes from EPZ-treated mice showed a significant increase in PLZF^+^ undifferentiated SPG (Fig. S2B). Conversely, the proportion of KIT^+^ differentiating SPG (Schrans-Stassen et al. 1999) was markedly reduced in the EPZ group (Fig. S2C). These in vivo findings further support that EPZ treatment promotes the expansion of undifferentiated SPG while suppressing their differentiation.

### The inhibition of spermatogonial differentiation by EPZ is reversible

To validate the effect of EPZ within a more physiologically relevant context, we utilized a mouse testicular tissue culture system (Sato et al. 2011). After 7 days of culture, compared with the DMSO group, EPZ-treated tissues exhibited a significant increase in the percentage of ID4^+^ SSCs among DDX4^+^ cells and a decrease in the percentage of STRA8^+^ early primary spermatocytes among DDX4^+^ cells (Nie et al. 2022) (Fig. S3A-E).

We next asked whether the differentiation-inhibitory effect of EPZ was reversible, a critical feature for its potential use as a controllable tool (Hou et al. 2013; Li et al. 2013). To test this, testicular tissue cultures were treated with EPZ or DMSO for 7 days, followed by a 14-day culture period under three conditions: continuous DMSO (DMSO group), continuous EPZ (EPZ group), or EPZ withdrawal and replaced by DMSO (EPZ → DMSO group) (Fig. 3A). Immunofluorescence staining revealed that in the EPZ group, the percentage of ID4^+^ SSCs among DDX4^+^ cells was significantly increased compared with the DMSO group (Fig. 3B, C), whereas the percentage of STRA8^+^ early primary spermatocytes among DDX4^+^ cells was notably reduced and barely detectable (Fig. 3D, E). Strikingly, upon EPZ withdrawal, this pattern was reversed. By day 21, the percentage of ID4^+^ SSCs among DDX4^+^ cells in the EPZ → DMSO group was markedly reduced (Fig. 3B, C), while the percentage of STRA8^+^ early primary spermatocytes among DDX4^+^ cells was significantly increased compared with the EPZ group (Fig. 3D, E). These findings demonstrate that the EPZ-mediated effects on SSCs could be reversed upon its withdrawal.

**Fig. 3:**
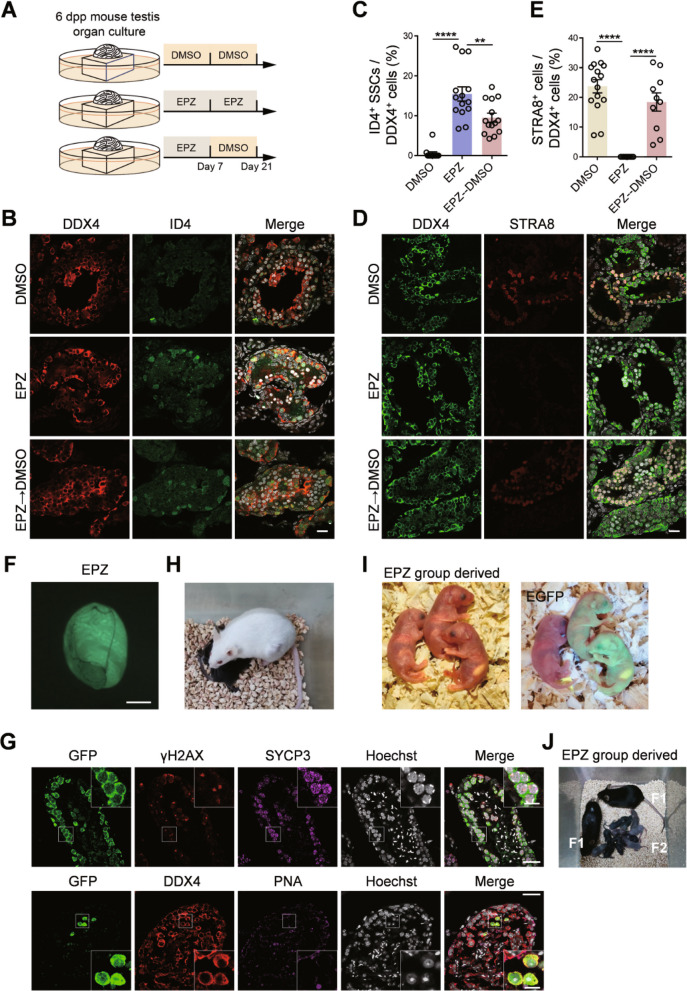
The inhibition of SSC differentiation by EPZ is reversible. **A** Schematic for the 6 dpp mouse testes organ culture. Mouse testis treated with DMSO or EPZ at day 21. Additionally, another group received EPZ for 7 days, then DMSO for 14 days (EPZ → DMSO). **B** Immunofluorescence of DDX4^+^ID4^+^ cells in a section of mouse testis by in vitro culture at day 21. Scale bar, 20 μm. **C** Quantitative analysis of the percentage of ID4^+^ SSCs among DDX4^+^ cells in each group. Each circle represents the statistical result from one tissue Sect. (12, 14, 14 sections from left to right; *n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; **P < 0.01, ****P < 0.0001. **D** Immunofluorescence of STRA8^+^DDX4^+^ cells in a section of mouse testis by in vitro culture at day 21. Scale bar, 20 μm. **E** Quantitative analysis of the percentage of STRA8^+^ cells among DDX4^+^ cells in each group. Each circle represents the statistical result from one tissue Sect. (10 sections from each group; *n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001. **F** Cell colonization in the recipient testes by transplantation assay. Scale bar, 1 mm. **G** Immunofluorescent staining of γH2AX^+^SYCP3^+^ cells (up) and DDX4^+^PNA^+^ cells (down) in recipient testes that were transplanted with GFP-labeled SSCs with EPZ-treatment after 10 passages. The white box indicates the magnified area. Scale bars, 50 μm and 10 μm (magnified view). **H** Pseudopregnant mice (with an ICR background) gave birth to offspring from the EPZ-treated group. **I** The offspring derived from spermatozoa from the EPZ group. **J** The offspring were fertile from the EPZ group

### Mouse SSCs expanded through EPZ treatment retain functional competence

To further assess whether EPZ treatment compromises the functional competence of SSCs, we performed transplantation assays. GFP-labeled SSCs from B6D2F1 male mice (EGFP-C57BL/6 × DBA/2) were cultured with EPZ for 10 passages (day 60) (Kanatsu-Shinohara et al. 2003). Subsequently, these cells were transplanted into the seminiferous tubules of infertile mice that had been induced by busulfan treatment (Brinster et al. 2003). Two months after transplantation, EPZ-treated cultured mouse SSCs were observed colonizing the seminiferous tubules of the recipient mice (Fig. 3F). Additionally, following EPZ treatment, cultured mouse SSCs retained their differentiation potential. This was evidenced by the presence of GFP-positive cells across various germ cell stages, including DDX4^+^PLZF^+^ undifferentiated SPG, SYCP3^+^γH2AX^+^ spermatocytes (Eijpe et al. 2000; Mahadevaiah et al. 2001), and DDX4^+^PNA^+^ spermatids (Fig. 3G, S3F). To test the fertility of the sperm produced, GFP-positive spermatozoa were isolated from the transplanted recipient mice and microinjected into oocytes. In total, 14 embryos were produced, and 12 two-cell embryos were transferred into the oviducts of pseudopregnant mice 24 h after sterile mating with vasectomized males. The pseudopregnant mice gave birth to 3 pups naturally (Fig. 3H, I, Fig. S3G) and the offspring were fertile and produced progeny (Fig. 3J). Together, these functional assays demonstrate that cultured mouse SSCs expanded through EPZ treatment retain their developmental potential, including the capacity to undergo spermatogenesis and generate fertile offspring.

### EPZ maintains undifferentiated SPG numbers under spermatogenesis-defective conditions

Previous studies have demonstrated that busulfan chemotherapy induces extensive apoptosis in undifferentiated SPG (Liu et al. 2014; Marcon et al. 2010; Zohni et al. 2012), accompanied by functional impairments in the niche-supporting Sertoli cells and Leydig cells, in which the decrease of GDNF was observed (Brilhante et al. 2012; Sasso-Cerri et al. 2017). Given EPZ’s capacity to promote proliferation of undifferentiated SPG without GDNF, we examined its effect under chemotherapy-induced conditions (La et al. 2022). Previous studies have confirmed that administration of busulfan (10 mg/kg) to adult mice induces a marked depletion of undifferentiated SPG by day 10 post-treatment, which triggers a regenerative response in the residual SPG, followed by a recovery to maximal numbers by day 20 (Kitadate et al. 2019; La et al. 2022). Therefore, to assess EPZ’s effect on this regenerative process, adult mice were treated with EPZ or an equal volume of vehicle on day 10 after busulfan administration (10 mg/kg) (Fig. 4A). The effect of EPZ on spermatogonial regeneration was then assessed on day 20 post-busulfan. At this assessment time point (day 20), the EPZ group exhibited a significant increase in PLZF^+^ undifferentiated SPG compared with the vehicle group (Fig. 4B, C).

**Fig. 4:**
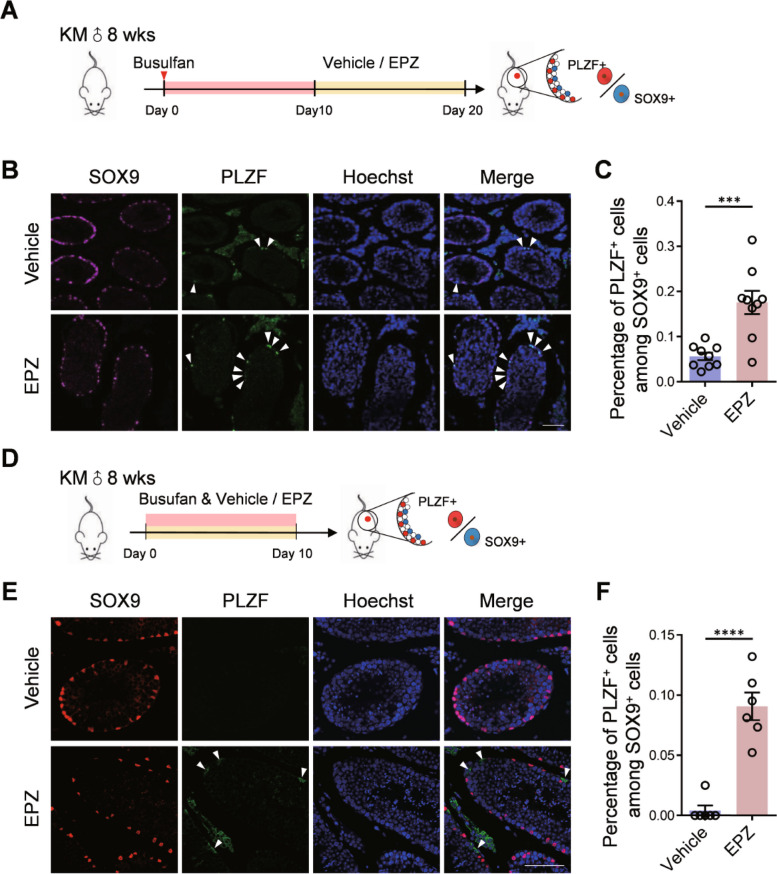
EPZ maintains undifferentiated SPG numbers under spermatogenesis-defective conditions. **A** Schematic outline of EPZ injection after 10 days of busulfan treatment in order to simulate reparation after chemotherapy. **B** Immunofluorescent staining of PLZF^+^ undifferentiated SPG and SOX9^+^ Sertoli cell in mouse testis under the treatment of busulfan with EPZ or Vehicle injection. The white arrow indicates PLZF^+^ cells. Scale bar, 50 μm. **C** Quantitative analysis of the percentage of PLZF^+^ cells among Sox9^+^ cells. Each circle represents the statistical result from one tissue Sect. (9 sections from each group; *n* = 2 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ***P < 0.001. **D** Schematic outline of mouse treated by busulfan simultaneously with EPZ injection in order to assess the prevention of chemotherapy injury. **E** Immunofluorescent staining of PLZF^+^ undifferentiated SPG and SOX9^+^ Sertoli cell in mouse testis under the treatment of busulfan with EPZ or Vehicle injection. The white arrow indicates PLZF^+^ cells. Scale bar, 50 μm. **F** Quantitative analysis of the percentage of PLZF^+^ cells among Sox9^+^ cells. Each circle represents the statistical result from one tissue Sect. (6 sections from each group; *n* = 2 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001

We next asked whether EPZ administration simultaneously with busulfan treatment would affect spermatogonial numbers. To test this, we administered EPZ or vehicle simultaneously with busulfan treatment (Fig. 4D). We found that by day 10 post treatment, the percentage of PLZF^+^ undifferentiated SPG among Sox9^+^ Sertoli cells was higher in the EPZ group than in the vehicle group (Fig. 4E, F).

### PRMT5 promotes spermatogonial differentiation via its enzymatic activity

To investigate whether PRMT5 is the primary target mediating the effects of EPZ, we first asked if genetic perturbation of PRMT5 could mimic EPZ treatment (Chan-Penebre et al. 2015). Transient knockdown of *Prmt5* in cultured mouse SSCs using siRNA (Fig. S4A, B) under GDNF-free conditions significantly reduced the expression levels of DMRT1 (Fig. S4C).

For extended analysis, we established a stable *Prmt5* knockdown in cultured mouse SSCs using CRISPR-Cas13d (Fig. 5A, B). Compared with the control group, stable *Prmt5* knockdown notably increased the proliferation rate of cultured mouse SSCs under GDNF-free conditions (Fig. 5C). Consistently, the number of ID4^+^KI67^+^ proliferating SSCs was significantly higher in *Prmt5* knockdown groups than in the control group (Fig. 5D). Accordingly, the genes involved in SPG differentiation (*Stat3*, *Dmrt1* and *Kit*) were significantly down-regulated in *Prmt5* knockdown groups (Fig. S4D). These results suggest that knockdown of *Prmt5* essentially recapitulates the key features induced by EPZ treatment.

**Fig. 5:**
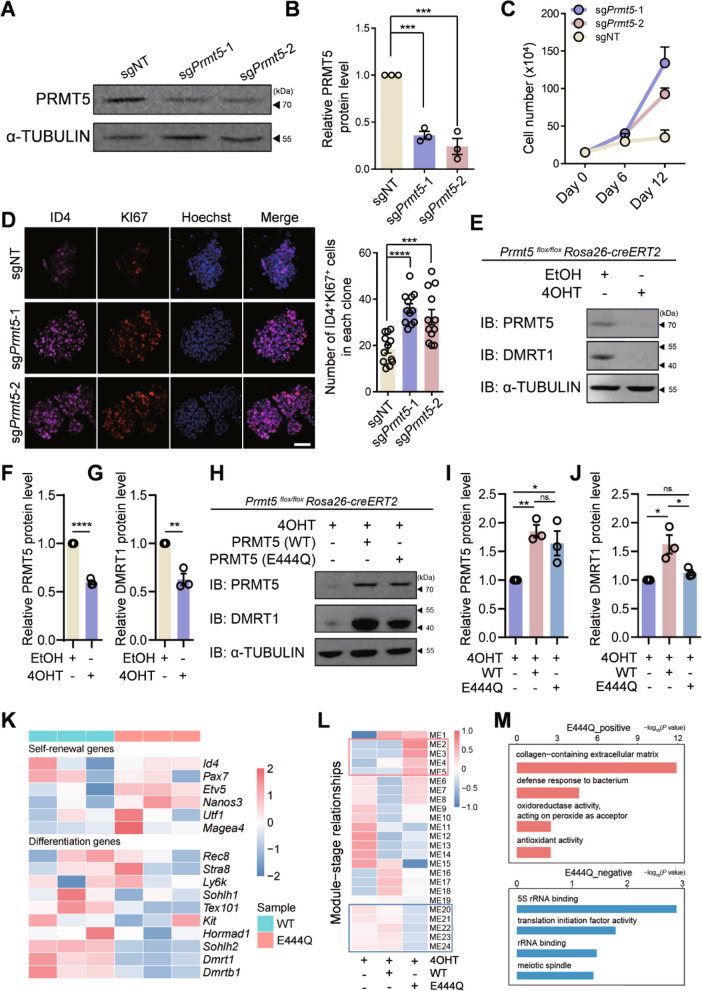
PRMT5 promotes the SSC differentiation via its enzymatic activity. **A** Western blot of *Prmt5* knockdown mediated by CRISPR-Cas13d system. sg*Prmt5*−1 and sg*Prmt5*−2 were designed to knock down *Prmt5*, while sgNT indicates non-targeting sgRNA. α-Tubulin was used as the loading control. **B** Quantitative analysis of relative PRMT5 protein level in (A) from three independent experiments. Error bars indicate mean ± SEM; unpaired two-sided Student’s t-test; ***p < 0.001. **C** Cell growth curve of in vitro cultured mouse SSCs. Error bars indicate mean ± SEM (*n* = 3 biologically independent samples). **D** Immunofluorescent staining of ID4^+^KI67^+^ cultured mouse SSCs in different groups for 18 days (left). Scale bar, 50 μm. Quantitative analysis of the number of ID4^+^KI67^+^ cells in each clone (right). Each circle represents the statistical result from one clone (12 views from each group; *n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ***P < 0.001, ****P < 0.0001. **E** The expression of PRMT5 and DMRT1 was analyzed by western blotting in *Prmt5 *^*flox/flox*^*; Rosa26-creERT2* cultured mouse SSCs treated with ethanol (EtOH) or 4-hydroxytamoxifen (4OHT). **F** Quantitative analysis of relative PRMT5 protein level in (E) from three independent experiments. Error bars indicate mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001. **G** Quantitative analysis of relative DMRT1 protein level in (E) from three independent experiments. Error bars indicate mean ± SEM; unpaired two-sided Student’s t-test; **P < 0.01. **H** The expression of PRMT5 and DMRT1 was analyzed by western blotting in *Prmt5 *^*flox/flox*^*; Rosa26-creERT2* cultured mouse SSCs treated with 4OHT and transfected with lentivirus-mediated PRMT5 (WT) or PRMT5 (E444Q). **I** Quantitative analysis of relative PRMT5 protein level in (H) from three independent experiments. Error bars indicate mean ± SEM; unpaired two-sided Student’s t-test; ns, not significant, *P < 0.05, **P < 0.01. **J** Quantitative analysis of relative DMRT1 protein level in (H) from three independent experiments. Error bars indicate mean ± SEM; unpaired two-sided Student’s t-test; ns, not significant, *P < 0.05. **K** Heatmap of some classical SSC self-renewal and differentiation genes. The color key from blue to red indicates low (blue) to high (red) expression. **L** The heatmap represents the module-stage relationships between module eigengenes. **M** GO analysis of genes in PRMT5 E444Q_positive modules and PRMT5 E444Q_negative modules. *P* values were calculated by one-tailed hypergeometric test

As EPZ inhibits the enzymatic activity of PRMT5 (Chan-Penebre et al. 2015), we next asked whether this catalytic activity is required for PRMT5’s role in cultured mouse SSCs. To address this, we generated *Prmt5*-knockout cultured mouse SSCs from *Prmt5 *^*flox/flox*^; *Rosa26-CreERT2* mice by treating them with 1 µM 4-hydroxytamoxifen (4OHT) in vitro (Dong et al. 2021). Compared with the ethanol-treated (EtOH) control group, the expression level of PRMT5 and DMRT1 dramatically was reduced in these knockout SSCs treated with 4OHT (Fig. 5E-G). In this knockout background, we performed a rescue experiment by transfecting either wild-type PRMT5 (WT) or a catalytically dead PRMT5 mutant (E444Q) (Antonysamy 2017) into the 4OHT-treated *Prmt5*-knockout SSCs. In the rescue experiments, overexpression of either PRMT5 (WT) or PRMT5 (E444Q) restored PRMT5 expression levels (Fig. 5H, I). Remarkably, overexpression of PRMT5 (WT) restored DMRT1 expression, whereas the catalytically dead PRMT5 (E444Q) mutant failed to do so (Fig. 5H, J). Bulk RNA-seq was further conducted to compare the gene expression profiles of the 4OHT-treated *Prmt5*-knockout SSCs overexpressing PRMT5 (WT) or PRMT5 (E444Q). Specifically, the overexpression of PRMT5 (E444Q) group downregulated the expression of multiple markers of spermatogonial differentiation genes, including *Kit*, *Dmrt1*, *Sohlh1*, and *Sohlh2* (Fig. 5K). 

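The deposited data hold 9 libraries of mRNA from 4OHT-treated Prmt5-knockout SSCs, all given 4OHT at 1 µM. Of these, 3 came from cells with 4OHT alone, 3 from cells overexpressing PRMT5 (E444Q) and 3 from cells overexpressing PRMT5 (WT) (the ethanol-treated control is not part of the data used here). The sample labels abbreviate the constructs without spelling them out. The label read as mutant was taken as PRMT5 (E444Q) and the label read as overexpression as PRMT5 (WT), so every comparison of the constructs rests on this reading. The authors trimmed paired reads of 150 bp, aligned them to GRCm38 with HISAT2 and quantified genes with StringTie, and they deposited whole-number counts per gene without normalization for 53801 genes. The total counts were 78751996, 87121942 and 95370711 in the libraries with 4OHT alone, 192033300, 365719548 and 230619129 with PRMT5 (E444Q), and 79941857, 92330046 and 154557863 with PRMT5 (WT). The number of read pairs is not in the data. A value of 4 counts was between 1.35 and 1.84 times as frequent as its neighbours 3 and 5 in every library, and each read pair was therefore taken as about 4 counts. The excess at 8 counts was smaller, at 1.19 to 1.41 times in 8 libraries, and absent in the second PRMT5 (E444Q) library (0.98). Between replicates, the squared differences of the counts divided by 4 were 3.29 to 3.97 times what counting alone gives with PRMT5 (WT), 5.17 to 6.09 times with PRMT5 (E444Q) and 5.81 to 18.2 times with 4OHT alone. The paper's text does not state whether the replicate libraries came from separate cultures. Genes were tested with edgeR's quasi-likelihood test after TMM normalization, with all 9 libraries in a single model and Benjamini-Hochberg adjustment over the 22452 genes that passed edgeR's filter on low counts. CPM values are counts scaled to a common library size after TMM normalization, given as mean ± SD of 3 libraries.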

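Prmt5 (ENSMUSG00000023110), which lies on chromosome 14 of GRCm38 from 54507187 to 54517525, was measured at 30.3 ± 1.92 CPM (SD, n = 3) with 4OHT alone, 146.1 ± 0.957 CPM (SD, n = 3) with PRMT5 (E444Q) and 1076 ± 7.61 CPM (SD, n = 3) with PRMT5 (WT). The log2 fold change of PRMT5 (E444Q) against PRMT5 (WT) was -2.88 (standard error 0.052, adjusted p = 1.09e-12 from edgeR), so the libraries of the constructs differed in the amount of Prmt5 mRNA as well as in the mutation. The counts do not separate transcripts of the construct from those of the endogenous gene, and without the ethanol-treated control they do not show how far the deletion lowered Prmt5. Between PRMT5 (E444Q) and PRMT5 (WT), 712 genes had an adjusted p under 0.05, of which 475 were higher and 237 lower with PRMT5 (E444Q), and 241 changed at least 1.5-fold. In this comparison the CPM values of 5804 genes, 25.9% of those tested, did not overlap between the groups, where chance gives 10%. A model of only the 6 libraries compared gave the highest count of any alternative, with 1565 genes, and the threshold of a 1.5-fold change gave the lowest. Against 4OHT alone, 12571 genes differed with PRMT5 (E444Q) and 12967 with PRMT5 (WT). Across genes, which are not independent replicates, the fold changes of the constructs against 4OHT alone had a Pearson correlation of 0.916. The shared 4OHT libraries can add to this, since simulated groups without any change gave a correlation of 0.522 on average. Those groups held no true change, so 0.522 does not measure how much of the 0.916 comes from the shared libraries. In both comparisons 11494 genes were called in the same direction and 4 in opposite directions.

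**Figure D1:**
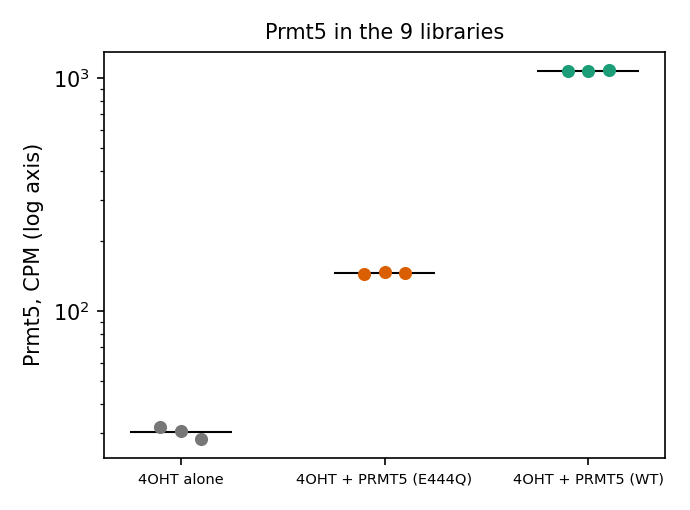
Prmt5 in CPM (log axis) in each of the 9 libraries, grouped by 4OHT alone, PRMT5 (E444Q) and PRMT5 (WT). Points are libraries and lines are group means of 30.3, 146.1 and 1076 CPM.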

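The comparison of PRMT5 (E444Q) with PRMT5 (WT) gave small fold changes for these genes in the edgeR model. Kit (ENSMUSG00000005672, chromosome 5) was at 81.1 ± 2.33 CPM (SD, n = 3) with PRMT5 (E444Q) and 81.7 ± 1.71 CPM (SD, n = 3) with PRMT5 (WT), a log2 fold change of -0.011 (standard error 0.059, adjusted p = 0.970 from edgeR). Its direction turned when the filter on low counts was omitted (0.028), when the trend on length was removed (0.003) and when the first PRMT5 (E444Q) library or the first PRMT5 (WT) library was left out (0.006 each). Dmrt1 (ENSMUSG00000024837, chromosome 19) was at 471.3 ± 2.17 CPM and 498.5 ± 7.93 CPM, a log2 fold change of -0.081 (adjusted p = 0.535 from edgeR). Sohlh1 (ENSMUSG00000059625, chromosome 2) changed by -0.062 on the log2 scale (adjusted p = 0.762 from edgeR), which is within the spread between replicates. For Sohlh2 (ENSMUSG00000027794, chromosome 3), the values were 172.8 ± 0.811 CPM and 185.4 ± 1.89 CPM, a log2 fold change of -0.10 (adjusted p = 0.466 from edgeR). A model of only the libraries of these groups called Sohlh2 (log2 fold change -0.098, adjusted p = 0.0451 from edgeR), the lowest adjusted p over its alternatives, which reached up to 0.766. In Dmrt1 and Sohlh2 every PRMT5 (E444Q) library was below every PRMT5 (WT) library (exact permutation test, p = 0.10, two-sided, the smallest that 3 libraries against 3 allow).
Of the 10 differentiation genes of Fig. 5K, 9 were lower with PRMT5 (E444Q), with log2 fold changes from -0.10 to 0.15, and 0 had an adjusted p under 0.05 over all genes tested. Adjusted over the list alone, meaning the 16 genes of the panel, the count was also 0. In this model of all 9 libraries, 0 had an unadjusted p under 0.05 from edgeR, with a lowest value of 0.0712. The study may have chosen the panel on these libraries, in which case the adjustment over it is not independent evidence. Tex101 changed by -0.066 (adjusted p = 0.677 from edgeR), Hormad1 by -0.079 (adjusted p = 0.762 from edgeR) and Dmrtb1 by -0.10 (adjusted p = 0.652 from edgeR), and in Tex101 and Dmrtb1 every PRMT5 (E444Q) library was below every PRMT5 (WT) library. The 9 lower genes also include Kit, Stra8, which was level at 35.8 CPM in both groups, and Rec8, whose change was 0.000 without the third PRMT5 (WT) library. The 1 higher gene, Ly6k, had few counts, at 0.813 and 0.732 CPM, and was lower without the second PRMT5 (WT) library (-0.101). Of the 6 self-renewal genes, 5 were higher with PRMT5 (E444Q) and 0 passed the adjusted threshold, while 2 had an unadjusted p under 0.05. These were Etv5, at 0.20 (unadjusted p = 0.0157 from edgeR), and Nanos3, at 0.24 (unadjusted p = 0.0256 from edgeR). The others were Magea4 at 0.21, Id4 at 0.050, Utf1 at 0.047 and Pax7, the 1 lower gene, at -0.037. As lists, the differentiation genes had a median log2 fold change of -0.064 (adjusted p = 0.143 from limma's camera) and the self-renewal genes 0.125 (adjusted p = 0.207 from limma's camera). With limma's fry in place of camera, the differentiation list had an adjusted p of 0.0123.
Against 4OHT alone, all 10 differentiation genes were higher with each construct and 9 of them passed the adjusted threshold in both comparisons. Kit rose by 2.32 with PRMT5 (E444Q) and 2.33 with PRMT5 (WT) on the log2 scale, and Stra8 by 1.82 with each. Dmrt1 rose by 0.53 and 0.61, Sohlh1 by 0.84 and 0.90, and Sohlh2 by 0.95 and 1.05, respectively. Of the 6 self-renewal genes, 3 were lower and 3 higher with each construct, and 5 passed the adjusted threshold with PRMT5 (E444Q) and 4 with PRMT5 (WT). Etv5 changed by -3.18 with PRMT5 (E444Q) and -3.38 with PRMT5 (WT), Nanos3 by -0.33 and -0.57, and Id4 by -0.063 and -0.113. Utf1 rose by 1.19 and 1.15, Pax7 by 0.965 and 1.001, and Magea4 by 0.77 and 0.56, respectively.

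**Figure D2:**
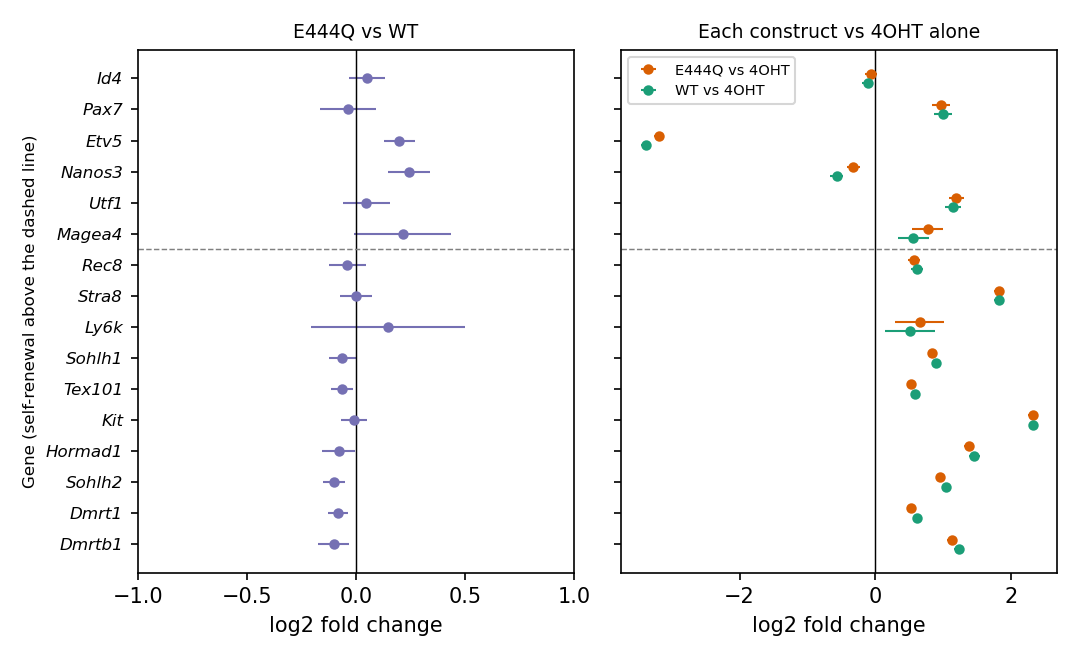
Log2 fold changes of the 16 genes of Fig. 5K, with self-renewal genes above the dashed line, for PRMT5 (E444Q) against PRMT5 (WT) on the left and for each construct against 4OHT alone on the right. Points are edgeR estimates and bars are 1 standard error; on the left all points lie between -0.10 and 0.24.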

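A co-expression network was built from the log2 CPM of the genes tested, which groups genes whose values rise and fall together across the 9 libraries into modules. The steps of the network package were coded again, with the scale-free criterion, the minimum module size of 70 and the merge height of 0.3 that the methods give. The package's stage that assigns genes left over to modules, which it runs by default, was not coded, so the genes in no module and the number of modules are those without it. The lowest power to reach a scale-free R2 above 0.80 was 17, with an R2 of 0.812. The tree gave 16 branches, which merged into 8 modules of 10826, 856, 797, 508, 424, 227, 178 and 125 genes, and 8511 genes belonged to none. The largest module separated 4OHT alone, with eigengene values from -0.475 to -0.464, from both constructs, with values from 0.204 to 0.263. In other modules a single library stood apart, such as the first PRMT5 (WT) library at -0.879 in the second module and the third library with 4OHT alone at -0.900 in the third. The alternative that moved the number of modules most was a coarser division of the tree (deepSplit 0), which gave 1 module.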

To discover important molecular events, weighted gene co-expression network analysis (WGCNA) was performed on the transcriptome data, which yielded 24 gene modules (Fig. 5L). 

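Each module's eigengene was correlated with membership of the PRMT5 (E444Q) group, and each Pearson coefficient was tested exactly, over the 84 ways to choose 3 of the 9 libraries. The smallest p this design allows is 0.0119. Of the 8 modules, 0 passed an exact p under 0.05 in either direction, and 0 did so with the asymptotic p of the Pearson coefficient. The lowest value belonged to the eighth module, with a coefficient of -0.505 (exact permutation test, p = 0.0952, two-sided, adjusted p = 0.762 over 8 modules). The coefficients of the other modules lay between -0.280 and 0.461, the latter in the third module (exact permutation test, p = 0.19). The coefficient sets PRMT5 (E444Q) against 4OHT alone and PRMT5 (WT) together, and in the largest module the PRMT5 (E444Q) libraries lay between the other two groups. Without the first library with 4OHT alone, 1 positive and 1 negative module passed an exact p under 0.05, without the second 1 positive module did, and without the third 1 negative module. Leaving out any other library gave 0 in either direction. With a minimum module size of 30, 1 module of 54 genes was positively correlated, with a coefficient of 0.958 (exact permutation test, p = 0.0119, adjusted p = 0.107 over 9 modules). Its exact p is the smallest the design allows, so a single module among 9 could not have passed after adjustment. The asymptotic p of the same coefficient was 4.88e-05 (adjusted p = 0.00044 over 9 modules).

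**Figure D3:**
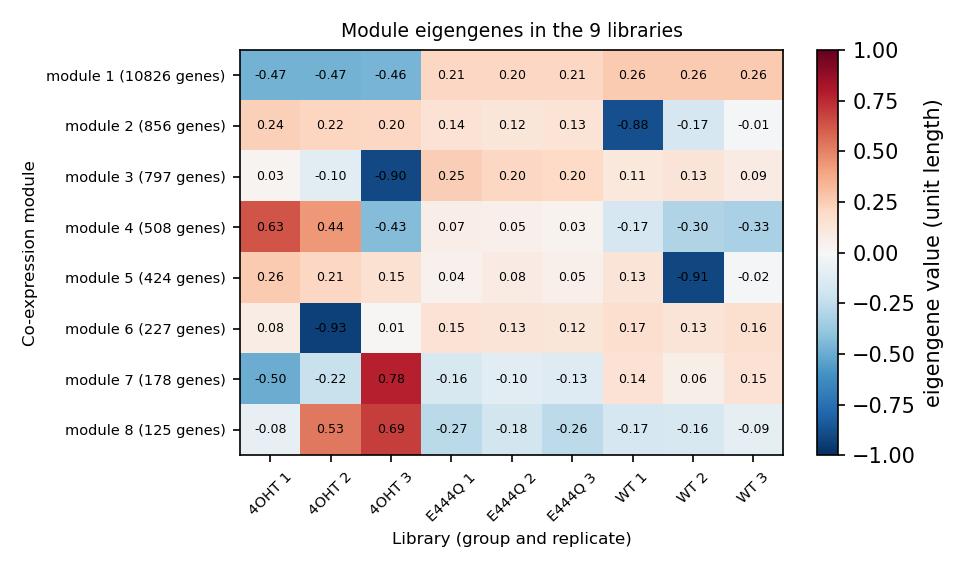
Eigengene values (unit length) of the 8 co-expression modules in each of the 9 libraries. Colours and printed values run from negative (blue) to positive (red); the first module separates 4OHT alone from both constructs, and a single library stands apart in modules 2, 3, 5 and 6.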

We then focused on the modules that were significantly correlated with the 4OHT-treated *Prmt5*-knockout SSCs overexpressing PRMT5 (E444Q), including four positives and five negatives (Fig. 5L). Notably, the negatively correlated modules were significantly enriched in meiotic spindle (Fig. 5M). Collectively, these findings suggest that EPZ likely inhibits spermatogonial differentiation by targeting PRMT5, and that PRMT5 promotes differentiation in a manner dependent on its methyltransferase activity.

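Since no module passed the threshold, enrichment in negatively correlated modules could not be tested. A list of spindle and kinetochore genes, written in place of the GO term, was therefore compared between the groups. Of its 31 genes tested, 27 were lower and 4 higher with PRMT5 (E444Q) than with PRMT5 (WT), with a median log2 fold change of -0.103. The adjusted p of the list was 6.12e-06 from limma's camera with a preset correlation of 0.01 between genes and 0.0135 from limma's fry, over 16 lists. With the correlation estimated from the data at 0.134, the adjusted p was 0.138, so the call depends on how the correlation between these genes is treated. Across the 16 lists, camera called 9 with the preset correlation and 3 with the estimated correlation, which were feeder fibroblast, antibacterial defence and p53 target genes. Against 4OHT alone, all 31 genes were higher with each construct, with medians of 0.41 for PRMT5 (E444Q) and 0.53 for PRMT5 (WT). By the sign of the coefficient alone, a grouping chosen after the values were seen, 27 of the 31 genes fell in the 6 modules with a positive coefficient, where 18.8 are expected by chance. The other 2 modules held 0 of them, where 0.4 are expected. The network was unsigned, so the sign of a module gives no direction for its genes. The largest module held 24 of the spindle genes and also 25 of the 28 feeder fibroblast genes, which were all higher with PRMT5 (E444Q). This grouping therefore cannot decide on an enrichment in negatively correlated modules.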

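Of the genes that differed between PRMT5 (E444Q) and PRMT5 (WT), 588 also differed in the same direction from 4OHT alone with both constructs. For 537 of these the change from 4OHT alone was larger with PRMT5 (WT), and for 51 it was larger with PRMT5 (E444Q). A further 70 genes differed from 4OHT alone only with PRMT5 (WT), 47 only with PRMT5 (E444Q) and 3 with neither. On the first principal component, which held 52.2% of the variance, the libraries with 4OHT alone lay between -122.3 and -119.9, those with PRMT5 (E444Q) between 47.3 and 49.9, and those with PRMT5 (WT) between 67.0 and 75.5. Genes of other markers used for SSCs also differed between 4OHT alone and both constructs. Ddx4 was 0.89 higher on the log2 scale with PRMT5 (E444Q) and 0.99 higher with PRMT5 (WT) than with 4OHT alone, and Mki67 was 0.74 and 0.82 higher. The GDNF receptor gene Gfra1 changed by -2.13 and -2.09, Ret by -0.95 and -0.89, and Zbtb16, which encodes PLZF, by -0.67 and -0.54. Between the constructs, none of these 5 genes passed the adjusted threshold, with log2 fold changes from -0.13 to -0.036. Among them Zbtb16 had an unadjusted p of 0.0397 from edgeR, and Gfra1 turned to 0.003 without the filter on low counts. No library was treated with EPZ, so the counts compare the constructs only. From the findings of this section together, the paper proposes that EPZ likely inhibits spermatogonial differentiation by targeting PRMT5 and that PRMT5 promotes differentiation through its methyltransferase activity.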

### EPZ maintains undifferentiated SPG and suppresses their differentiation in monkeys and humans

Considering that *PRMT5* is consistently upregulated in differentiating SPG across species (Fig. S1) and that its inhibition with EPZ could expand cultured mouse SSCs, we next sought to preliminarily assess whether EPZ could exert similar effects in non-human primates and humans. To this end, we first enriched SPG from monkey and human testicular biopsies using magnetic-activated cell sorting (MACS) for the conserved surface marker ITGA6 (Maki et al. 2009; Shinohara et al. 1999; Valli et al. 2014). Immunofluorescence staining revealed that approximately 40% of the sorted ITGA6^+^ cells from monkey testes were UTF1^+^DDX4^+^ undifferentiated SPG, while those from human testes were UCHL1^+^ID4^+^ undifferentiated SPG (Fig. S5A, B). This method achieved a higher purity than previously reported methods (Medrano et al. 2016). In contrast, the ITGA6^−^ fraction from both species showed no detectable undifferentiated SPG (Fig. S5A, B).

We then evaluated the effects of EPZ by culturing the sorted ITGA6^+^ cells from both species (Fig. 6A). In monkey cultures, EPZ treatment increased the number of UTF1^+^DDX4^+^ undifferentiated SPG while reducing the number of DMRT1^+^DDX4^+^ differentiating SPG compared with the DMSO control (Fig. 6B-E). In human cultures, the cell clones in the EPZ group were significantly larger than those in the DMSO group (Fig. 6F, G). A closer examination revealed that EPZ supplementation significantly increased the number of UCHL1^+^ undifferentiated SPG and decreased the number of DMRT1^+^ differentiating SPG, results consistent with a role in maintaining an undifferentiated SPG state (Fig. 6H-J).

**Fig. 6:**
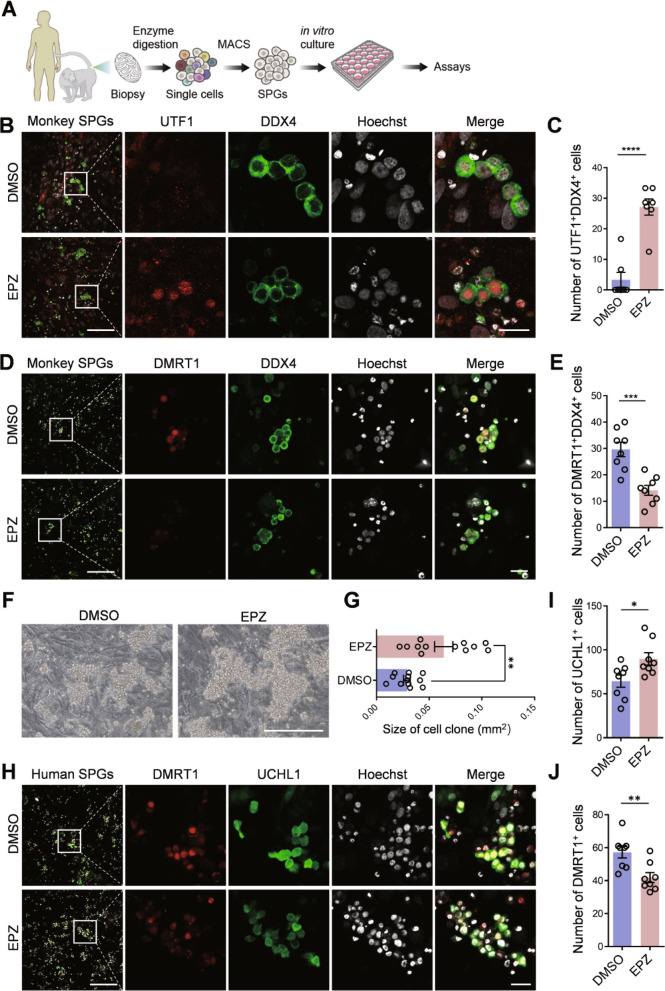
Cross-Species SSC maintenance by EPZ in vitro. **A** Schematic illustration of the human and monkey SPG culture experimental workflow. **B** Immunofluorescence of UTF1^+^DDX4^+^ cells in monkey cultured SPG. The right panel shows the clone enlarged in the white dashed box of the left field. Scale bars: 100 μm (left) and 10 μm (right). **C** Quantitative analysis of the number of UTF1^+^DDX4^+^ cells in each group. Each circle represents the statistical result from one field of view (7 views from each group; *n* = 2 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001. **D** Immunofluorescence of DMRT1^+^DDX4^+^ cells in monkey cultured SPG. The right panel shows the clone enlarged in the white dashed box of left field. Scale bars: 100 μm (left) and 10 μm (right). **E** Quantitative analysis of the number of DMRT1^+^DDX4^+^ cells in each group. Each circle represents the statistical result from one field of view (8 views from each group; *n* = 2 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ***P < 0.001. **F** Bright-field image of human SPG cells cultured with DMSO and EPZ. Scale bars: 500 μm. **G** Quantitative analysis of clone size for each group. Each circle represents the statistical result from one clone (12 clones from each group; *n* = 2 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; **P < 0.01. **H** Immunofluorescence of UCHL1^+^ and DMRT1^+^ cells in human cultured SPG. The right panel shows the clone enlarged in the white dashed box of left field. Scale bars: 100 μm (left) and 10 μm (right). **I** and **J** Quantitative analysis of the number of UCHL1^+^ (**I**) and DMRT1^+^ (**J**) cells in each group. Each circle represents the statistical result from one field of view (8 views from each group; *n* = 2 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; *P < 0.05, **P < 0.01

To further assess these effects in a more physiological context, we cultured human testicular tissues with EPZ or vehicle. After 14 days of treatment, cultured human testicular tissues (donors with obstructive azoospermia [OA]) were collected to evaluate the number of germ cells, including undifferentiated SPG (Fig. S5C). We found that the percentage of human UTF1^+^ undifferentiated SPG in the lumen was higher in the EPZ group than in the vehicle group (Fig. S5D). In summary, our findings suggest that the PRMT5 inhibitor EPZ could exert conserved effects, supporting the undifferentiated state of SPG while suppressing their differentiation in mice, monkeys and humans.

## Discussions

The maintenance of human SPG in vitro is a long-standing question in the field. Although research strategies have begun to target differentiation-related pathways and relevant factors, the potential of epigenetic modifiers, as core regulators of cell fate, to establish a human SPG culture system remains largely unexplored. Here, we identified several epigenetic modulators that were upregulated during SPG differentiation. Given that small-molecule compounds provide a controllable and convenient strategy for manipulating cell fate (Chou And Cheng 2013; Hou et al. 2013), we performed a screen targeting these modulators, and found that PRMT5 inhibitor EPZ015666 significantly promoted the expansion of cultured mouse SSCs in vitro. Therefore, targeting inhibition of epigenetic factors upregulated during spermatogonial differentiation represents a novel culture strategy for maintaining undifferentiated SPG in vitro. However, whether this increase stems from a direct effect on SSC proliferation or is a phenotypic consequence of blocking differentiation requires further mechanistic elucidation.

A critical barrier to the long-term culture of primate SPG may lie in their inherent tendency under existing conditions to enter a differentiated spermatogonial state rather than maintaining an undifferentiated state (Bi et al. 2024). Interestingly, in both human and non-human primate testes, PRMT5 is also highly expressed in differentiated SPG (Güne And Kula 2013; Tan et al. 2020). Further experiments investigating the effects of PRMT5 inhibition on SPG in vitro demonstrated that the small molecule EPZ significantly increased the proportion of undifferentiated SPG in cultured human and monkey SPG. These findings suggest that EPZ effectively suppresses the differentiation tendency of SPG in vitro and maintains its undifferentiated state. This approach holds potential for maintaining the in vitro culture of SPG in both humans and non-human primates.

Previous studies have demonstrated that repopulation potential is not restricted to a specific subset of SSCs but is instead broadly and equally distributed across a large population of transplanted cells. Transient inhibition of spermatogonial differentiation has been shown to restore fertility in mice, thereby strengthening the model hypothesis (Nakamura et al. 2021). Consistently, we also found that EPZ treatment effectively inhibited spermatogonial differentiation and preserved a greater number of undifferentiated SPG under culture conditions that are prone to differentiation due to GDNF deprivation. For the fate of SPG (Hara et al. 2014; Klein et al. 2010), as it does not alter or compromise the intrinsic identity of the spermatogonia, nor does it impair their post-transplantation colonization capacity or subsequent spermatogenic potential. Building on this, our work establishes a potential strategy: the use of EPZ to simultaneously block differentiation and preserve the number of undifferentiated SPG in vitro, aiming to enhance cellular engraftment and spermatogenesis following transplantation. Therefore, the small molecule EPZ could hold promise for in vitro expansion of SPG and future clinical transplantation applications.

In postnatal male testicular tissue, PRMT5 has been shown to play an indispensable role in germ cell development and function. Specifically, previous studies indicate that postnatal knockout of *Prmt5* in male germ cells using *Stra8-Cre* leads to meiotic defects and male infertility (Wang et al. 2015), whereas depletion of *Prmt5* in mouse SSCs via *Ddx4-Cre* reduces *Plzf* expression, impairs self-renewal, and results in the gradual loss of SSCs (Dong et al. 2021). Importantly, the small molecule EPZ inhibits the enzymatic activity of PRMT5 without affecting its protein expression (Chan-Penebre et al. 2015). This characteristic supports the conclusion that EPZ treatment does not interfere with PRMT5 expression in cultured mouse SSCs or primate SPG. In line with this, our findings demonstrate that the differentiation-inhibitory effect of EPZ on spermatogonia stems specifically from its suppression of PRMT5 enzymatic activity. Notably, the precise molecular mechanism by which PRMT5 regulates differentiation through its methyltransferase activity remains unclear and warrants further investigation.

## Materials and methods

### Animal models

Mouse experiments were performed at the Animal Experimental Center of Southern Medical University, with the approval for animal studies from the competent institution. Mice were housed under a 12-h light/dark cycle, with temperature controlled between 20–25 °C and humidity maintained at 40%–70%. Mice had free access to water and food. *Prmt5 *^*flox/flox*^ mice were obtained from Institute of Zoology, Chinese Academy of Sciences (Bezzi et al. 2013; Dong et al. 2021). *Prmt5 *^*flox/flox*^; *Rosa26-CreERT2* mice were generated by crossing *Rosa26-CreERT2* mice with *Prmt5 *^*flox/flox*^ mice. The testicular tissue of Cynomolgus monkeys (*Macaca fascicularis*) was procured from Guangdong Institute of Biological Resources Application, which holds appropriate approvals for animal studies.

### Mouse SSC cell line establishment

The SSC cell line was established from 5.5 days postpartum (dpp) male B6D2F1 mice (EGFP-C57BL/6 × DBA/2). Cells were cultured according to a previously published protocol (Kanatsu-Shinohara et al. 2003): StemPro-34 SFM (Invitrogen) was supplemented with 1% FBS, 0.1 mM NEAA, 1 mM sodium pyruvate, 2 mM GlutaMAX, 100 U/mL penicillin, 0.1 mg/mL streptomycin, 50 μM β-mercaptoethanol, 1 μL/mL DL-lactic acid, 1 × minimal essential medium (MEM) Vitamin Solution, 10 μg/mL biotin, 100 μM ascorbic acid, 60 ng/mL progesterone, 30 ng/mL β-estradiol, 6 mg/mL Glucose, 5 mg/mL Bovine Serum Albumin (BSA), 1% N2 supplement, rat GDNF (512-GF, R&D Systems), 10 ng/mL recombinant mouse EGF (2028-EG, R&D Systems), 1000 U/mL recombinant mouse LIF (ESG1107, Millipore), and 10 ng/mL recombinant mouse FGF2 (3139-FB, R&D Systems).

For experimental groups: The EPZ group was cultured in medium where GDNF was replaced with 1 μM EPZ015666 (T6076, TargetMol, USA). The NTC group was cultured in medium where GDNF was replaced with DMSO (at an equal volume, serving as the vehicle control). The culture medium was changed every other day, and cells were passaged weekly at a split ratio of 1:3 to 1:5.

### Chemical library screening

Chemical libraries (listed in Table 1) were screened at a concentration of 10 µM using 96-well plates seeded with mitomycin C (MMC)-treated CF1 mouse embryonic fibroblast (MEF) feeder cells. Each plate included negative control wells (culture medium without GDNF) and compound-treated wells, with three replicates per condition. Ten thousand GFP-labeled cultured mouse SSCs were plated per well. After six days of culture, GFP fluorescence was quantified using a Cytation 5 imaging reader. The “clone number” metric was derived from GFP fluorescence measurements. Compounds that increased proliferation were identified based on a fold‑change threshold exceeding three standard deviations (3 SD) above the mean of the negative controls.

### Growth curve

A total of 300,000 cultured mouse SSCs were plated per well into a 12‑well plate pre‑seeded with feeder layer cells. Cells were maintained in either EPZ‑supplemented medium or NTC medium, with medium refreshed every two days. On day 6, cells were harvested, counted, and 300,000 viable cells were re‑plated into a new feeder‑coated well for the next passage. This process was repeated, with cell counts performed on day 6 of each passage. The cell proliferation curve was calculated based on this iterative process.

### Immunofluorescence of SSC clones

After clone formation, cells cultured on glass slides were fixed with 4% paraformaldehyde. The samples were permeabilized with PBS containing 0.5% Triton X-100 for 20 min and blocked with 2% BSA for 1 h at room temperature. Subsequently, samples were incubated with primary antibody overnight at 4 °C. Following three washes with PBS, they were incubated with appropriate fluorescently labeled secondary antibodies and Hoechst 33342 for 1 h at room temperature. After an additional three washes with PBS, slides were mounted using an anti‑fade mounting medium. Images were acquired using a confocal microscope (Carl Zeiss) and processed for further analysis.

### Paraffin-embedded sectioning of testicular tissue

Testicular tissue samples were washed twice with PBS and subsequently fixed in 4% paraformaldehyde overnight at 4 °C. After fixation, tissues were transferred to embedding cassettes and dehydrated through a graded ethanol series (70%, 80%, 90%, and 100%). Subsequently, the samples were cleared in xylene, infiltrated with paraffin, and embedded into paraffin blocks. Sections of 5–7 μm thickness were cut from the blocks and mounted on glass slides for subsequent analyses.

### Immunofluorescence of testicular tissue

Paraffin-embedded testicular tissue sections were deparaffinized in xylene and rehydrated through a graded ethanol series (100%, 90%, 80%, and 70%). For antigen retrieval, the sections were heated in EDTA buffer (pH 8.0) at 95 °C for 10 min and then allowed to cool at room temperature for 30 min. Subsequently, the sections were blocked with 2% BSA for 1 h at room temperature. Following blocking, the sections were incubated with the primary antibody overnight at 4 °C. After three washes with PBS, the sections were incubated with the corresponding fluorescently labeled secondary antibody and Hoechst 33,342 for 1 h at room temperature. The sections were then washed three times with PBS. Finally, the sections were mounted with an anti-fade mounting medium. Images were acquired using a confocal microscope (Carl Zeiss).

### In vivo transplantation of mouse SSCs and subsequent intracytoplasmic sperm injection

Male recipient pups were generated from timed-pregnant ICR mice. To deplete endogenous germ cells, pregnant dams received a single intraperitoneal injection of busulfan (40 mg/kg) at 12.5 days post coitum. Newborn male pups were used as transplant recipients. For transplantation, a glass needle was loaded with a mouse SSC suspension. Under microscopic guidance, the efferent ducts were identified, and the needle was inserted into a duct and advanced toward the rete testis. The cell suspension was gently expelled to fill the seminiferous tubules. The testis was carefully returned to the abdominal cavity after injection. The abdominal wall and skin were sutured, and the surgical site was cleaned. Pups were placed on a 37 °C warming pad until recovery before being returned to the dam.

Two months post-transplantation, testes were harvested and digested into a single-cell suspension. Cells were stained with Hoechst 33,342 for 20 min and GFP-positive round spermatids were isolated by flow cytometry (Beckman Coulter). The sorted spermatids were kept at 4 °C and used for round spermatid injection (ROSI) following established protocols.

### Culture of mouse testicular tissue

Testes from 6-day-postpartum (dpp) mice were dissected and cut into fragments of approximately 2 × 2 mm. The tissue fragments were placed on agarose blocks for air–liquid interface culture. Cultures were maintained in αMEM basal medium supplemented with 10% knockout serum replacement (KSR). For the experimental groups, 1 μM EPZ was added to the medium, while the control groups received an equivalent volume of DMSO. Samples were collected on culture days 7 and 21, fixed, and processed for paraffin sectioning and subsequent staining.

### In vivo validation of EPZ in mice

Male C57BL/6 J mice (8 weeks old; n = 3 per group) received a single oral gavage dose of EPZ015666 (10 mg/kg), formulated in 20% *N–N*-dimethylacetamide in water (Chan-Penebre et al. 2015). A control group received an equal volume of the vehicle solvent. On day 5 post-treatment, mice were anesthetized, euthanized, and testicular tissues were harvested and fixed.

### Evaluation of EPZ restorative effects following chemotherapy-Induced injury

To assess the restorative effect of EPZ015666 on SSCs after busulfan-induced depletion, adult male C57BL/6 J mice (8 weeks old) were used. Mice received a single intraperitoneal injection of busulfan (10 mg/kg; n = 3). On day 10 post-busulfan injection, mice were treated with either 10 mg/kg EPZ015666 or an equal volume of vehicle control via oral gavage. All mice were anesthetized and euthanized on day 20 post-busulfan injection, and testicular tissues were collected for fixation.

### Evaluation of EPZ protective effects during chemotherapy

To evaluate the protective effect of EPZ against chemotherapy-induced stress, mice were simultaneously administered a single intraperitoneal injection of busulfan (10 mg/kg) and either 10 mg/kg EPZ015666 or vehicle control via oral gavage (n = 3 per group). Ten days later, mice were anesthetized, euthanized, and testicular tissues were harvested for fixation.

### Human and monkey testicular sample preparation and cryopreservation

Human and monkey testicular tissue samples were immediately cut into smaller portions and cryopreserved using freezing media composed of 10% DMSO +40% αMEM +50% FBS under controlled cooling conditions in a freezing container at −80 °C. The samples were subsequently transferred to liquid nitrogen storage until use.

### Human and monkey SPG culture

Testicular tissue was mechanically disrupted and enzymatically digested with 1 mg/mL collagenase type IV at 37 °C for 2 h. Digestion was stopped by adding the same volume of αMEM +10% FBS medium, and the cells were size-filtered through 40 μm strainers and pelleted by centrifugation at 300 g for 5 min.

ITGA6^+^ cells were purified from dissociated testicular cells using the magnetic- activated cell sorting (MACS) system. Cells were resuspended in MACS buffer (PBS, 0.5% BSA and 2 mM EDTA) and incubated on ice with an anti-ITGA6 antibody (555,734, BD Pharmingen) for 30 min. After washing, cells were incubated with anti-rat IgG microbeads for 30 min on ice, washed in MACS buffer, re-suspended in 500 µL MACS buffer, and run through a MACS MS column (Miltenyi Biotec). Cells were then eluted with MACS buffer and resuspended in culture medium.

The medium for human and monkey SPG culture was as described in previously research (Tan et al. 2020) with some modifications: Iscove modified Eagle medium (IMDM) supplemented with 1 × ITS-X, 1 mM sodium pyruvate, 6 mg/mL Glucose, 1 μL/mL DL-lactic acid, 5 mg/mL BSA, 2 mM GlutaMAX, 50 μM β-mercaptoethanol, 1 × MEM vitamin solution, 0.1 mM NEAA, 100 µM ascorbic acid, 10 μg/mL d-Biotin, 30 ng/mL β-estradiol, 60 ng/mL progesterone, 0.2% chemically defined lipid concentrate (L0288, Sigma), 50 μl/mL KSR, 10 ng/mL recombinant human FGF2 (233-FB, R&D Systems), 15 ng/ml recombinant human GDNF (212-GD, R&D Systems), 10 ng/ml human recombinant BMP-8b (9316-BP, R&D Systems), 100 nM of the AKT1/2/3 inhibitor MK-2206 2HCl (S1078, Selleck Chemicals) and 1 μM EPZ. An equal volume of DMSO was used as the vehicle control in place of EPZ.

### Human seminiferous tubule in vitro culture

Biopsies of human testicular tissue samples were obtained and washed twice with PBS. Dissociate the sample into 2 mm pieces with a tweezer, place it on 1% agarose gel, then culture with SSC culture medium. In detail, StemPro-34 SFM with its supplement and 1% KSR was added. Supplied with 0.1 mM NEAA, 1 mM sodium pyruvate, 2 mM GlutaMAX, 100 U/mL penicillin, 0.1 mg/mL streptomycin, 50 μM β-mercaptoethanol, 1 μL/mL DL-lactic acid, 1 × minimal essential medium (MEM) Vitamin Solution, 10 μg/mL biotin, 100 μM ascorbic acid, 60 ng/mL progesterone, 30 ng/mL β-estradiol, 6 mg/mL Glucose, 5 mg/mL BSA, 1% N2 supplement, 20 ng/mL recombinant human GDNF and 10 ng/mL recombinant human FGF2. 1 μM EPZ015666 or DMSO solvent was added in necessary. Incubate the sample at 34 °C and change the medium every other day.

### CRISPR-Cas13d mediated *Prmt5* knockdown

The knockdown of *Prmt5* was conducted by using CRISPR-Cas13d system. Two sgRNAs designed to target the coding sequence of *Prmt5* mRNA were prepared:

- sg*Prmt*5-1F AAACAGACGCATTCACAAGAGGACCCC
- sg*Prmt*5-1R AAAAGGGGTCCTCTTGTGAATGCGTCT
- sg*Prmt5*−2F AAACGACGCATTCACAAGAGGACCCCG
- sg*Prmt5*−2R AAAACGGGGTCCTCTTGTGAATGCGTC

Non-targeting sgRNA (sgNT) for control was used as previously described. According to previous reports, lentivirus packaging and transfection were performed.

### Cell transfection

All siRNA transfections were performed using LipofectamineTM 3000 (11668019, Invitrogen) according to the manufacturer’s instructions. Briefly, Lipofectamine 3000 reagent and siRNAs were separately diluted in Opti-MEM medium (31985070, GIBCO). Then, the diluted siRNAs were added to the diluted Lipofectamine 3000 reagent, followed by 20 min incubation at room temperature. Subsequently, the mixtures were added to the cell suspension. After 60 h, the cells were collected and analyzed. Two siRNAs designed to target the coding sequence of *Prmt5* mRNA were prepared:

- siRNA-1: GCCACCACTCTTCCATGTT
- siRNA-2: GCACAGTTTGAGATGCCTT

### Western blot

Cells were lysed in RIPA Lysis buffer (R0010, Solarbio) to collect the cellular proteins, which were resolved by SDS-PAGE and transferred to PVDF membrane (RPN303F, GE). The membrane was blocked and then incubated overnight with primary antibodies against PRMT5 (18436–1-AP, Proteintech) and DMRT1 (sc-377167, Santa Cruz Biotechnology). Immuno-reactive bands were visualized using the ECL Western Blotting Substrate Kit (36208ES60, YEASON) before exposure. The intensities of bands were quantified with ImageJ (http://imagej.nih.gov/ij/).

### Quantitative real-time PCR analysis

SSC samples were collected after 18 days of culture under different conditions, and total RNA was extracted using TRIzol reagent (DP424, TIANGEN) according to the manufacturer’s instructions. RNA was subsequently reverse transcribed to cDNA using the HiScript Q RT SuperMix Kit (R123-01, Vazyme). Then, cDNA was diluted and used for RT-qPCR with RealStar Green Fast Mixture reagent (A301-101, GenStar) and designed primers on a LightCycler®96 (900012C, Roche). Each sample was run in triplicate. Relative mRNA expression levels of targeted genes were calculated through the 2-ΔΔCT method after being normalized by housekeeping gene Gapdh. The detailed sequence of primers was listed.

Gene name Forward primer sequence Reverse primer sequence.

*Gapdh *TGTGTCCGTCGTGGATCTGA TTGCTGTTGAAGTCGCAGGA.

*Kit *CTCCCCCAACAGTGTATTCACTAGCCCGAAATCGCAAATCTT.

*Dmrt1 *GCCACGTCTCAGCCATCTG GTCGCCAGCTTCAACTATTAACT.

*Stat3 *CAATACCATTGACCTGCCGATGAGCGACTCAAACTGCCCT.

### Data acquisition and preprocessing

Single-cell RNA-seq datasets of human and rhesus macaque testes were collected from the Gene Expression Omnibus (GEO) under accession number GSE142585 (Shami et al. 2020). Mouse testicular single-cell transcriptomic data were obtained from GSE112393 (Green et al. 2018). These datasets were integrated and analyzed for comparative characterization of Spermatogonia across species. Orthologous genes were identified using the R package HomoloGene (v1.4.68). Pairwise orthologues (human vs macaque, human vs mouse) are retrieved separately and merged using human Ensembl gene ID as reference. Orthologues common to all three species were used for cross-species comparative analysis. Spermatogonia from the three species were analyzed jointly. Only cells expressing more than 600 genes and with less than 10% mitochondrial reads were retained for further analysis.

### Dimension reduction and cell-type annotation

We utilized the R package Seurat (v4.4.0) for comprehensive single-cell analysis. The global-scaling normalization method ‘LogNormalize’ was applied for data normalization. The functions ‘FindIntegrationAnchors’ and ‘IntegrateData’ were used to integrate different batches of scRNA-seq data. Based on the ‘JackStraw’ results, the top 15 principal components were selected to construct a K‑nearest neighbor (KNN) graph and to perform nonlinear dimensionality reduction (t‑SNE). Cell clustering was carried out using the ‘FindClusters’ function with a resolution parameter set to 0.2. Each cluster was subsequently annotated with a cell type based on known marker genes.

### Gene score calculation

Gene scores for each cell were calculated using the ‘AddModuleScore’ function from Seurat with default parameters. The gene sets were obtained from the Molecular Signatures Database (https://www.gsea-msigdb.org/gsea/msigdb).

### RNA-seq library construction and sequencing

For mRNA library preparation, 1 µg of total RNA per sample was used. The mRNA was then fragmented, followed by cDNA synthesis and purification. The purified cDNA was subjected to end repair, A-tailing, and adapter ligation. cDNA fragments of 200–300 bp were selected, PCR-amplified, and purified to generate the final library. Library quality was assessed using the Agilent 4200 TapeStation. Sequencing was carried out on an Illumina NovaSeq platform with PE150 configuration.

### RNA-seq data analysis

Raw reads were processed with BBmap (v39.01) and Trimmomatic (v0.39) to remove adapter sequences and low-quality bases. The resulting clean reads were aligned to the GRCm38 reference genome (Ensembl) using HISAT2 (v2.2.1). Gene expression levels were quantified with StringTie (v2.2.1).

### Weighted correlation network analysis

Weighted gene co‑expression network analysis was performed using the R package WGCNA (v1.7.3) (Langfelder And Horvath 2008). A scale-free topology (R^2^ > 0.80) was achieved through dynamic soft‑thresholding. Gene modules were identified via topological overlap matrix (TOM)‑based clustering, with a minimum module size of 70 and a merge cut‑height of 0.3. Module–trait correlations were calculated using Pearson correlation coefficients.

### Statistical analysis

Microsoft Excel, GraphPad Prism (version 8.0.1) and R (version 3.5.1) were used for statistical calculations. Specific statistical tests, sample number and other information are indicated in the main text or figure legends. The t-test and two-sided statistical analysis approach were used to determine the significance of differences between sets of data if there was no specific indication. All experiments were conducted at least twice independently, and similar results were adopted for further analysis to guarantee reproducibility.

## Supplementary Information

Supplementary Material 1: Figure S1. Merged analysis of mouse, human, and macaque SPG, Related to Fig. 1. (A) t-SNE plots of SPG from mice, monkeys and humans. Left: cells colored by species. Right: cells colored by the identified cell types. (B) Gene expression patterns of marker genes on t-SNE plots. A gradient of gray to red indicates low to high expression levels. (C) Dot plot showing representative marker genes across cell clusters. Dot size is proportional to the fraction of cells expressing specific genes. Color intensity corresponds to the relative expression of specific genes. (D) Violin plot showing gene set scores across cell subtypes. Statistical significance was assessed using the Wilcoxon test. Figure S2. Evaluation of EPZ Efficacy in Mice, Related to Fig. 2. (A) Schematic outline of EPZ injection under physiological conditions. (B) Immunofluorescence of SOX9 co-stained with PLZF in a section of mouse testis on day 6 after injection (up). Quantitative analysis of the percentage of PLZF^+^ cells among SOX9^+^ cells for each group (down). Data are presented as the mean ± SEM (*n* = 3 biologically independent samples); unpaired two-sided Student’s t-test; *P < 0.05. Scale bar, 50 μm. (C) Immunofluorescence of KIT co-stained with PLZF in a section of mouse testis on day 6 after injection (up). Quantitative analysis of the percentage of KIT^+^ cells (down). Data are presented as the mean ± SEM (*n* = 3 biologically independent samples); unpaired two-sided Student’s t-test; *P < 0.05. Scale bar, 50 μm. Figure S3. Mouse testicular tissue culture and SSC transplantation, Related to Fig. 3. (A) Schematic for the 6 dpp mouse testis organ culture. Mouse testes were treated with DMSO or EPZ at day 7. (B) Immunofluorescence of DDX4^+^ID4^+^ cells in a section of mouse testis after in vitro culture at day 7. Scale bar, 20 μm. (C) Quantitative analysis of the percentage of ID4^+^ SSCs among DDX4^+^ cells in each group. Each circle represents the statistical result from one tissue Sect. (16 sections from each group; *n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; **P < 0.01. (D) Immunofluorescence of STRA8^+^DDX4^+^ cells in a section of mouse testis after in vitro culture at day 7. Scale bar, 20 μm. (E) Quantitative analysis of the percentage of STRA8^+^ cells among DDX4^+^ cells in each group. Each circle represents the statistical result from one tissue Sect. (11 sections from each group; *n* = 3 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001. (F) Immunofluorescent staining of PLZF^+^ cells in recipient testes that were transplanted with GFP-labeled SSCs with EPZ-treatment after 10 passages. Arrows indicate PLZF^+^ cells. Scale bar, 20 μm. (G) Statistics for embryo development and the generation of offspring from spermatids. Figure S4. *Prmt5* knockdown suppresses spermatogonial differentiation, Related to Fig. 5. (A) The expression of PRMT5 and DMRT1 was analyzed by western blotting in cultured mouse SSCs. (B) Quantitative analysis of relative PRMT5 protein level in (A) from three independent experiments. Error bars indicate mean ± SEM; unpaired two-sided Student’s t-test; *P < 0.05, **P < 0.01. (C) Quantitative analysis of relative DMRT1 protein level in (A) from three independent experiments. Error bars indicate mean ± SEM; unpaired two-sided Student’s t-test; **P < 0.01, ****P < 0.0001. (D) qPCR analysis of relative expression levels from *Prmt5* knockdown cells mediated by the CRISPR-Cas13d system. Error bars indicate mean ± SEM from three independent experiments; unpaired two-sided Student’s t-test; ns, non-significant, *P < 0.05, **P < 0.01, ***P < 0.001. Figure S5. Isolation of SPGs and culture of human testicular tissue, Related to Fig. 6. (A) Immunofluorescence of UTF1^+^DDX4^+^ cells was performed on ITGA6^+^ and ITGA6^−^ cells from monkey testicular cells by MACS (left). Scale bar, 50 μm. Quantitative analysis of the percentages of UTF1^+^DDX4^+^ cells for each group (right). Each circle represents the statistical result from one field of view (6 views from each group; *n* = 2 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001. (B) Immunofluorescence of UCHL1^+^ID4^+^ cells was performed on ITGA6^+^ and ITGA6^−^ cells from human testicular cells by MACS (left). Scale bar, 50 μm. Quantitative analysis of the percentages of UCHL1^+^ID4^+^ cells in each group (right). Each circle represents the statistical result from one field of view (6 views from each group; *n* = 2 biologically independent samples). Data are presented as the mean ± SEM; unpaired two-sided Student’s t-test; ****P < 0.0001. (C) Schematic outline of human seminiferous tubule culture condition in vitro. (D) Immunofluorescent staining of UTF1^+^DDX4^+^ undifferentiated SPG in seminiferous tubule cultured tissue (left). Scale bars, 10 μm. Quantitative analysis of the percentages of UTF1^+^ cells in seminiferous tubules (right). Data are presented as the mean ± SEM (*n* = 2 biologically independent samples); unpaired two-sided Student’s t-test.

## Data Availability

All sequencing data generated during this study are available from the GEO under the accession number GSE319135.

## Abbreviations

SSCs: Spermatogonial stem cells
PRMT5: Protein arginine methyltransferase 5
GDNF: Glial cell line–derived neurotrophic factor
GSCs: Germline stem cells
SPG: Spermatogonia
FACS: Fluorescence-activated cell sorting
MACS: Magnetic-activated cell sorting
WGCNA: Weighted correlation network analysis

# Supplementary material for: PRMT5 inhibition promotes cross-species spermatogonia expansion and suppresses differentiation
**Source:** Cell Regen. 2026 Jul 7;15:22. doi: 10.1186/s13619-026-00293-x

**Figure S1.**

**A**

3 Species Consensus SPG (Shami AN, et al. *Dev Cell.* 2020)

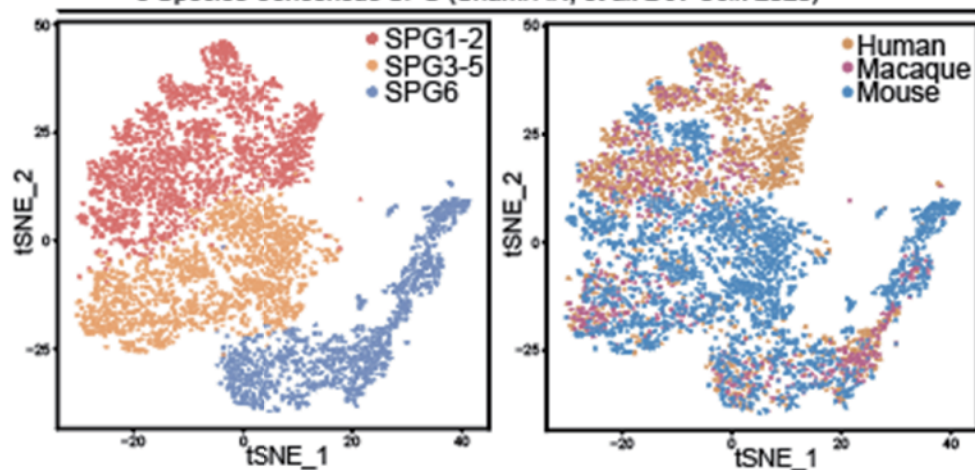

**B**

SPG1-2

SPG3-5

SPG6

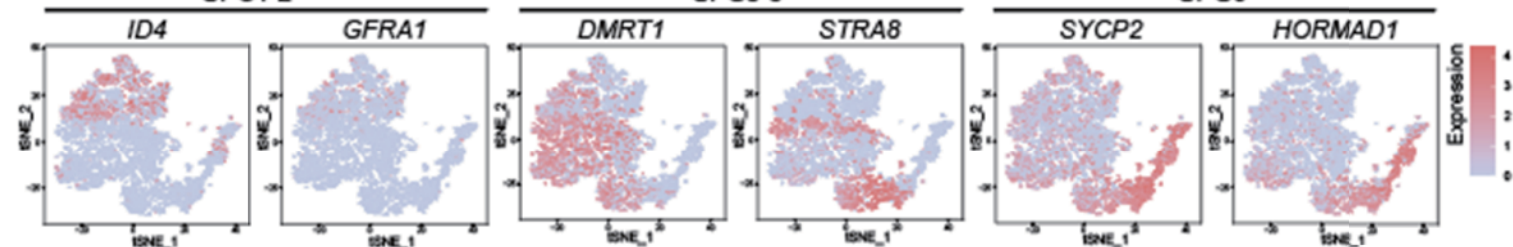

**C**

Fraction of cells in group (%)

Mean expression in group

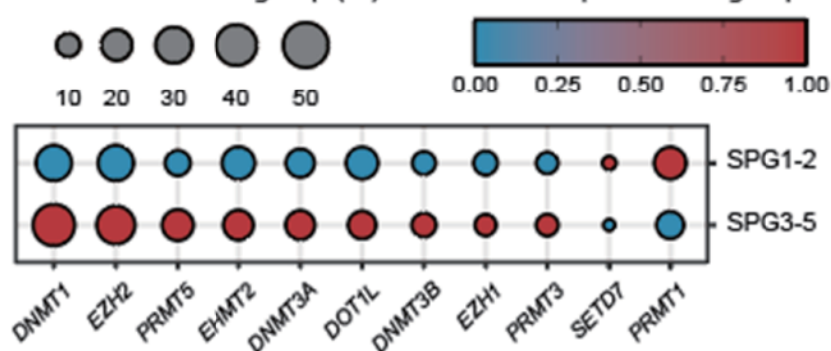

**D**

Histone H4R3  
Methylation

Histone H3K4  
Methylation

Maintenance of  
DNA Methylation

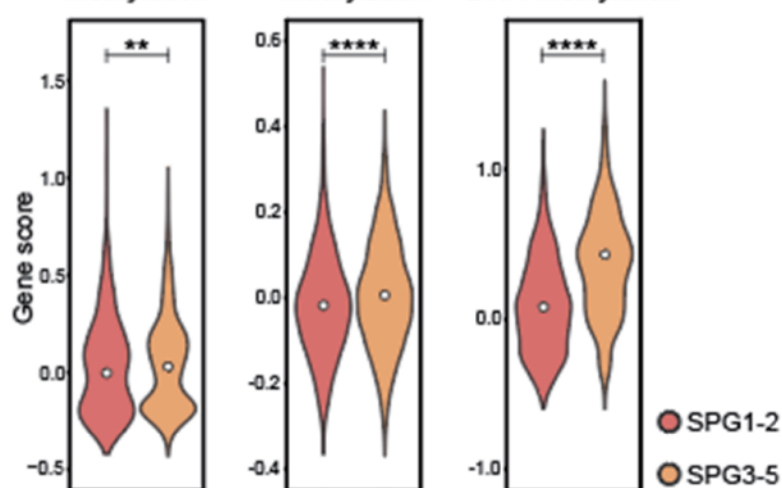

**Figure S2.**

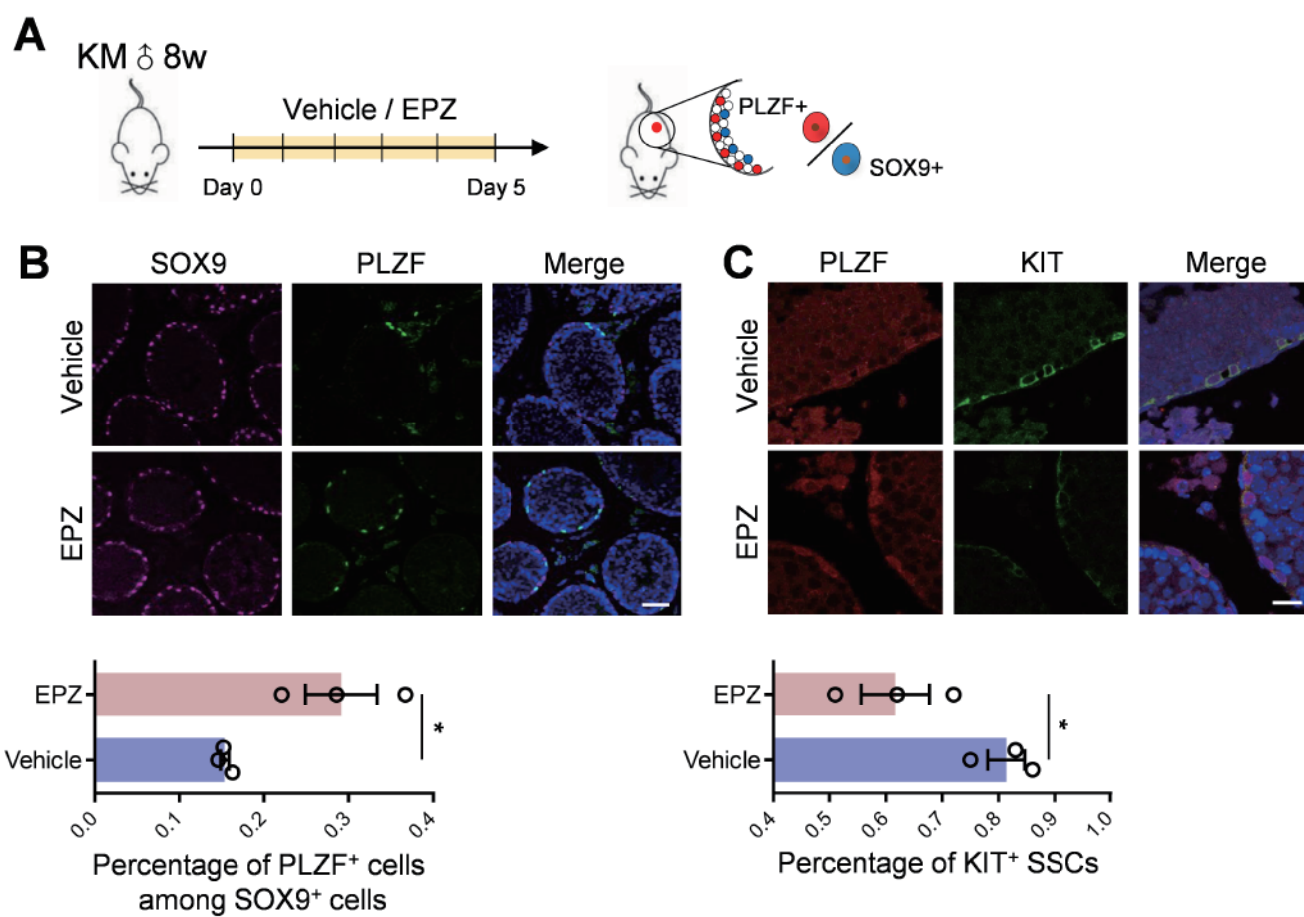

**Figure S3.**

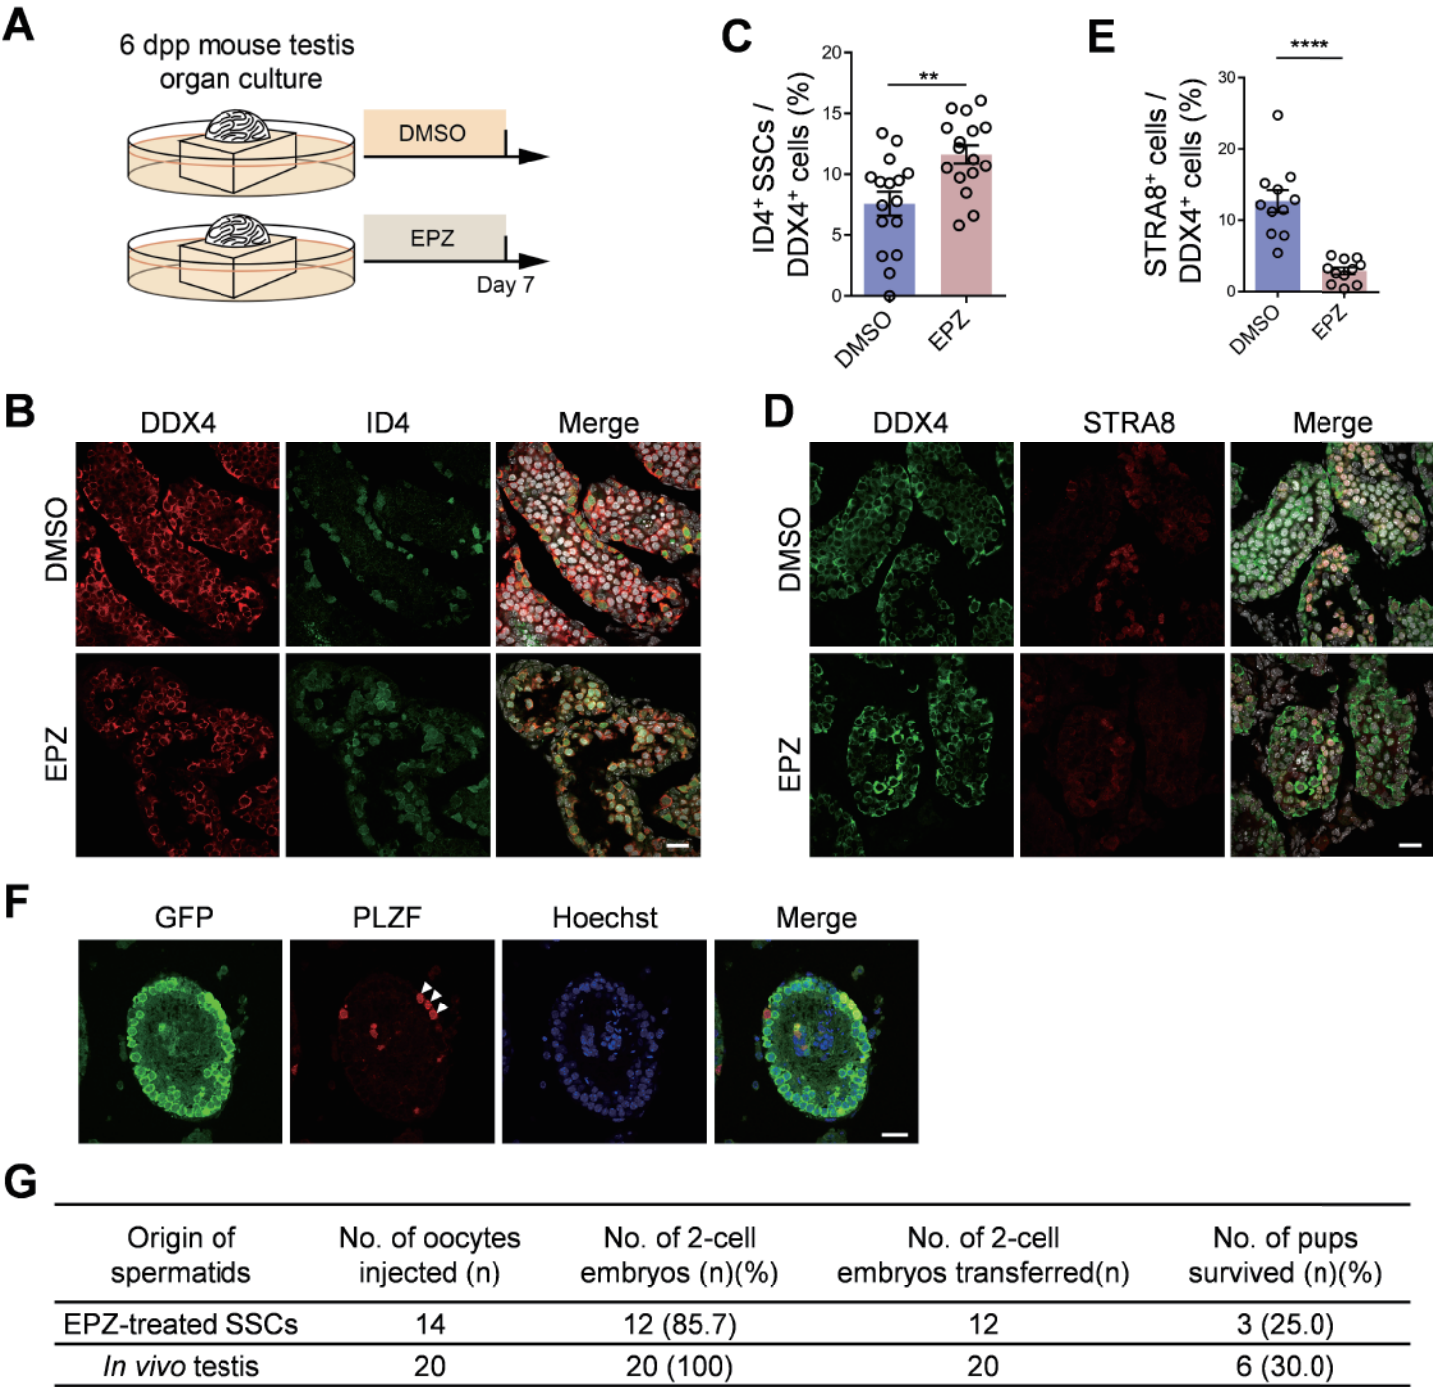

**Figure S4.**

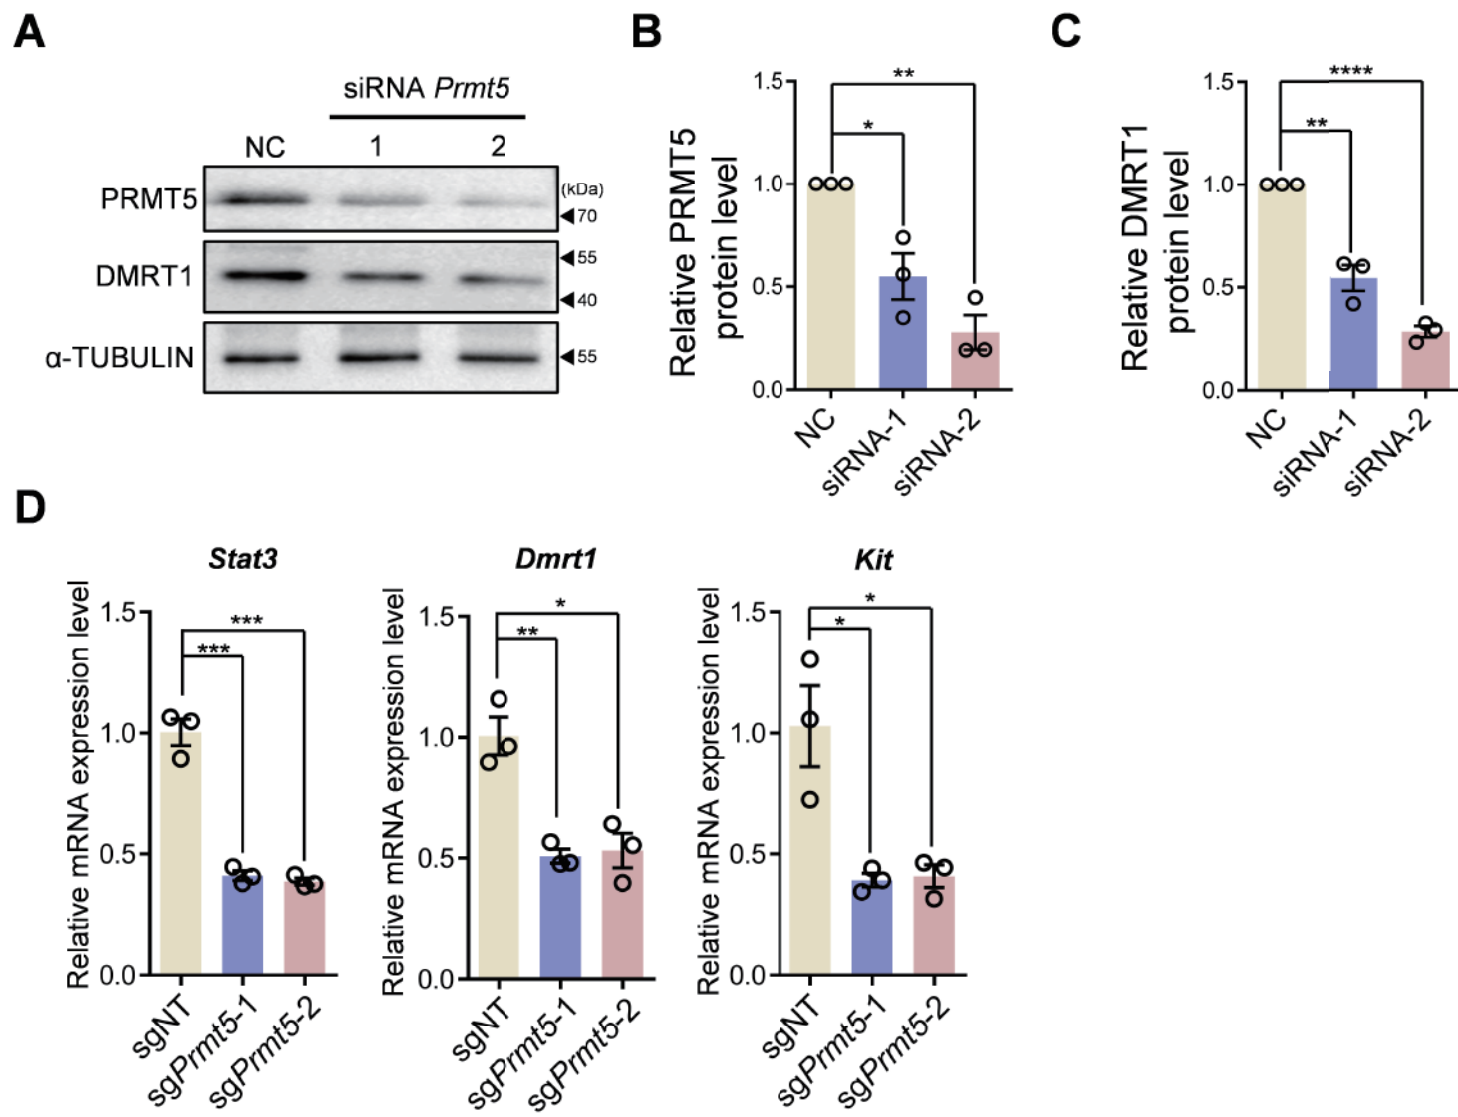

**Figure S5.**

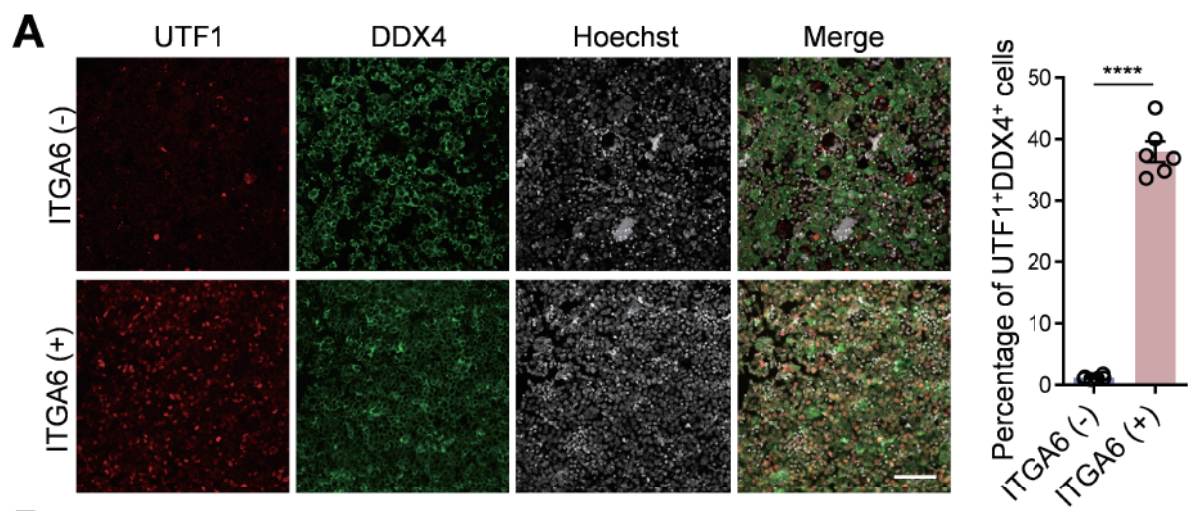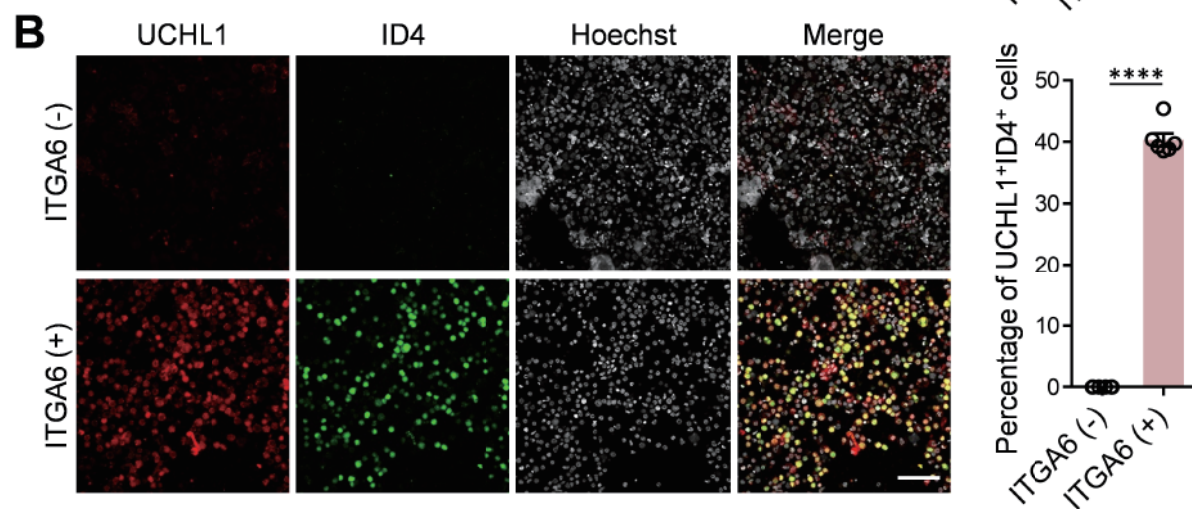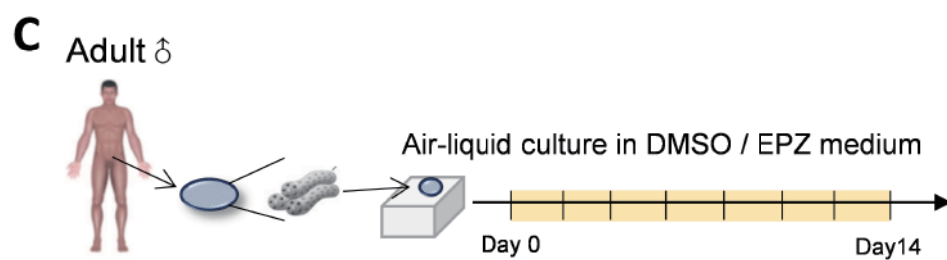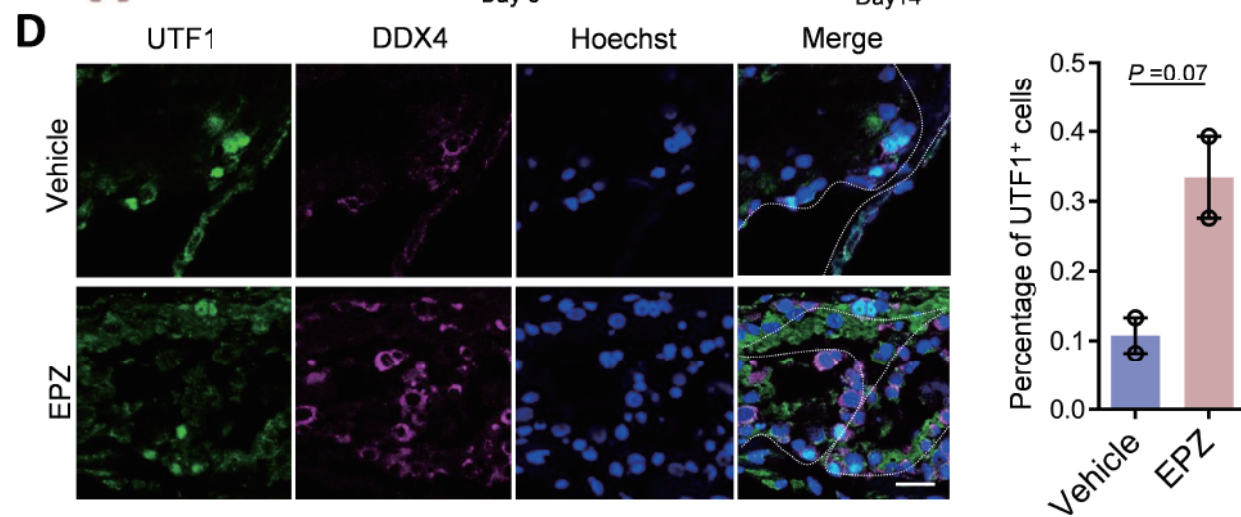

**Supplement:** Supplementary file 1 — Supplementary Material 1: Figure S1. Merged analysis of mouse, human, and macaque SPG, Related to Fig. 1. (A) t-SNE plots of SPG from mice, monkeys and humans. Left: cells colored by species. Right: cells colored by the identified cell types. (B) Gene expression patterns of marker genes on t-SNE plots. A gradient of gray to red indicates low to high expression levels. (C) Dot plot showing representative marker genes across cell clusters. Dot size is proportional to the fraction of cells expressing specific genes. Color intensity corresponds to the relative expression of specific genes. (D) Violin plot showing gene set scores across cell subtypes. Statistical significance was assessed using the Wilcoxon test. Figure S2. Evaluation of EPZ Efficacy in Mice, Related to Fig. 2. (A) Schematic outline of EPZ injection under physiological conditions. (B) Immunofluorescence of SOX9 co-stained with PLZF in a section of mouse testis on day 6 after injection (up). Quantitative analysis of the percentage of PLZF+ cells among SOX9+ cells for each group (down). Data are presented as the mean ± SEM (n = 3 biologically independent samples); unpaired two-sided Student’s t-test; *P < 0.05. Scale bar, 50 μm. (C) Immunofluorescence of KIT co-stained with PLZF in a section of mouse testis on day 6 after injection (up). Quantitative analysis of the percentage of KIT+ cells (down). Data are presented as the mean ± SEM (n = 3 biologically independent samples); unpaired two-sided Student’s t-test; *P < 0.05. Scale bar, 50 μm. Figure S3. Mouse testicular tissue culture and SSC transplantation, Related to Fig. 3. (A) Schematic for the 6 dpp mouse testis organ culture. Mouse testes were treated with DMSO or EPZ at day 7. (B) Immunofluorescence of DDX4+ID4+ cells in a section of mouse testis after in vitro culture at day 7. Scale bar, 20 μm. (C) Quantitative analysis of the percentage of ID4+ SSCs among DDX4+ cells in each group. Each circle represents the statistical result from one tissue Sect

How the deposited data were processed for this re-analysis (not part of the article)

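RNA-seq was measured in 9 libraries of cultured mouse SSCs given 4OHT at 1 µM, which by the paper's account deletes Prmt5, with 3 libraries each of 4OHT alone, of overexpressed PRMT5 (E444Q) and of overexpressed PRMT5 (WT). The groups were taken from the sample labels, of which the one for the mutant was read as PRMT5 (E444Q) and the one for overexpression as PRMT5 (WT). Other experiments of the paper (western blots, EPZ treatment, testes, human and monkey cells) were left out, because the data analysed here do not cover them.

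The authors deposited whole-number counts per gene for 53801 genes, without normalization. According to the paper's methods, the authors trimmed the reads with BBmap and Trimmomatic, aligned them to GRCm38 with HISAT2 and quantified genes with StringTie. The paper's text does not state how the StringTie output became whole numbers, whether the library preparation kept the strand, or how reads with several alignments were counted. Values of 4 counts were more frequent than values of 3 or 5 in every library, and each read pair was taken as about 4 counts. Totals per library ranged from 78751996 to 365719548 counts. A count of 3, the floor of the counts, corresponds to between 0.0082 and 0.0381 CPM, and 3 read pairs (12 counts) to between 0.0328 and 0.152 CPM. These limits cover counting error only. Among the 2735 genes with at least 100 CPM, the median coefficient of variation between replicates was 6.22% with 4OHT alone, 2.02% with PRMT5 (E444Q) and 2.53% with PRMT5 (WT). Of the gene identifiers, 53706 are in GENCODE vM21, from which coordinates, transcript length and GC content were taken. Symbols came with the identifiers, and 125 symbols belong to more than 1 gene, so genes were handled by identifier.

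Differential expression was tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr by group (minimum count 10, minimum total count 15), which left 22452 genes, and libraries were normalized by TMM. A quasi-likelihood negative binomial model with the group as its only factor was fitted to all 9 libraries, and PRMT5 (E444Q) was compared with PRMT5 (WT), PRMT5 (E444Q) with 4OHT alone and PRMT5 (WT) with 4OHT alone. The common biological coefficient of variation was 0.155. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The text names every gene of Fig. 5K, Prmt5, Stat3, Zbtb16, Ddx4, Mki67, Gfra1 and Ret. It also names the 5 higher and 5 lower genes of PRMT5 (E444Q) against PRMT5 (WT), and the 3 higher and 3 lower genes of each other comparison, with the largest log2 fold change among those past the threshold, with a mean of at least 1 CPM and without overlap between the groups. Other genes named in the closing section were chosen after their values were seen. Where all libraries of a group were at or under 12 counts, the fold was computed against that floor as a lower bound.

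Gene lists were tested with camera from limma 3.58.1 on the edgeR fit, with a preset correlation between genes of 0.01 and adjustment over 16 lists. The lists were self-renewal and differentiation genes of Fig. 5K, ribosomal proteins, translation initiation factors, meiotic spindle, collagens and laminins, antioxidant enzymes, antibacterial defence, feeder fibroblast, p53 targets and germ cell genes, and Reactome sets for extracellular matrix organization, detoxification of reactive oxygen species, eukaryotic translation initiation, meiosis and the mitotic spindle checkpoint. Lists of macrophage genes and of genes that respond to GDNF were written after single genes of each had been seen, and 4 further lists leave out the members that lists share. These added lists were adjusted among themselves within each comparison, and not over the 16 lists. The 16 lists, the comparisons, their tests and most alternatives were set before the data were examined, while most tests of explanations in the closing section were written after the results had been seen.

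The co-expression network used log2 CPM with a prior count of 1 for the genes tested. The network package was not available, and its steps were coded again in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1. These were an unsigned Pearson correlation, the lowest power from 1 to 20 with a scale-free R2 above 0.80 (power 9 if none), the topological overlap, average linkage, a hybrid division of the tree (deepSplit 2, minimum size 70, without the assignment of genes left over to modules, which the package makes by default), and merging of modules whose eigengenes were closer than 0.3. Eigengenes were correlated with the PRMT5 (E444Q) group by Pearson's coefficient, with a two-sided exact permutation p over the 84 choices of 3 of 9 libraries. Lists in the genes of correlated modules were to be tested with a hypergeometric test against all genes in the network.

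The steps were tested on simulated data. Among 22452 simulated genes of which 200 differed between PRMT5 (E444Q) and PRMT5 (WT), edgeR called 183 in the right direction and 10 that did not differ. DESeq2 1.42.0 called 187 and 39, respectively. The list test called the 1 list that was changed and 0 of 20 lists of random genes. In simulated networks of 2000 genes, all 4 planted modules of 200 genes were found whole at both noise levels, 0.1 and 0.3 on the log2 scale, and the 1 module tied to PRMT5 (E444Q) was called. The modules also took in 834 and 883 of the 1200 genes that belonged to none. A stricter criterion set first, that planted genes make up most of a found module, was not met by every planted module for this reason, and the criterion was changed after that result, so the division of genes between modules and none is uncertain.

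The alternatives were DESeq2, its size factors in the edgeR fit, no filter on low counts, a filter of at least 10 counts in every library, only the 6 libraries compared, the replicate number as a block, a threshold of a 1.5-fold change, and each library left out in turn. For lists, the alternatives were also the correlation estimated from the data and fry. For the network, they were a signed network, the 5000 genes with the largest variance, a merge height of 0.15, a minimum size of 30, a prior count of 5, deepSplit 0, power 6, the adjusted exact p, the asymptotic p and the direction against PRMT5 (WT) only. After the data had been seen, 4 alternatives were added, namely counts divided by 4, libraries thinned to the smallest total, and removal of the trend on GC content or on transcript length in each library. Near-identical copies of ribosomal protein genes were found with BLAST+ 2.17.0 at 95% identity or more over at least 70% of the transcript. Tables were handled with pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.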

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

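All tests of the patterns in this part were chosen after the results were seen.

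Genes typical of macrophages, which the paper does not report on, were above the level of the libraries with 4OHT alone in both constructs. The median log2 fold change of 26 macrophage genes was 2.390 for PRMT5 (WT) against 4OHT alone, with 19 genes higher and 7 lower (adjusted p = 4.04e-18 from limma's camera), and 1.446 for PRMT5 (E444Q) against 4OHT alone (adjusted p = 3.35e-13 from limma's camera). Both calls hold under fry and with the correlation estimated from the data. The median of the list was higher in all 6 libraries with a construct than in all 3 with 4OHT alone. Of the list, 17 genes were at 1 CPM or more with 4OHT alone, 1 is also on the antibacterial defence list and 4 are on a list other than that. The macrophage list was written after single leukocyte genes had been seen. The most abundant genes were Lyz2, at 151, 944 and 1878 CPM with 4OHT alone, PRMT5 (E444Q) and PRMT5 (WT), Mpeg1, at 6.66, 74.3 and 144 CPM, and Laptm5, at 3.56, 36.3 and 75.9 CPM. Chil3, chosen after its values were seen and not on the list, was at 8.02, 953 and 1909 CPM.

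One candidate explanation is RNA of macrophages in the libraries with a construct. Against it as the whole pattern, Apoe, C1qa, C1qb and C1qc, which many macrophages express at a high level, had a median log2 fold change of -2.278 for PRMT5 (WT) against 4OHT alone. The rise is therefore not that of macrophages with these transcripts, while macrophages that lack them, or expression of these genes by other cells in the culture, stay open. The list was also lower with PRMT5 (E444Q) than with PRMT5 (WT), with a median of -0.676 and 22 of 26 genes lower (adjusted p = 1.90e-32 from limma's camera). A smaller amount of the same macrophage RNA would move its genes by a single factor. The 17 genes at 5 CPM or more with PRMT5 (WT) include Lyz2 itself. Of the others, 8 differed from the fold change of Lyz2 by more than 2 standard errors. Among them was Itgam, which was level at 22.1 and 21.1 CPM. The genes closest to Lyz2, at -0.99, included Ptprc, Mpeg1, Adgre1, Spi1 and Laptm5, between -1.065 and -0.948. Some genes of the list had a baseline with 4OHT alone that would dampen their change, so cells of this kind that differ in state or number between the constructs stay open. The limits used for these tests were written with the values in view.

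In addition, 25 genes were seen with both constructs, at 1 CPM or more, and not with 4OHT alone, at 12 counts or fewer in every library. The opposite case held for 1 gene, and 0 genes were seen with only one of the constructs by these limits. Against the floor of 12 counts, Ms4a8a was at least 56-fold higher with PRMT5 (E444Q) and at least 88-fold higher with PRMT5 (WT), and Wfdc21 at least 53-fold and 81-fold higher. Gm14513, a pseudogene, was at least 21-fold and 19-fold higher, 1810011H11Rik at least 19-fold and 21-fold, and Clec12a at least 29-fold and 119-fold. Of the 25 genes, 20 were lower with PRMT5 (E444Q) than with PRMT5 (WT), 8 of them past the adjusted threshold, and 5 are pseudogenes. A candidate explanation is that the libraries with 4OHT alone came from cells of another line or strain than those with a construct. The genes lie on 13 chromosomes, which such a difference would give, but genes that only some cell types express would be scattered as well. Another line or strain and another mix of cells therefore cannot be told apart for these genes. The biological difference of the design, the presence of a construct, stays open as well.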

How the results depend on the processing

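The tests of alternatives that were chosen after the data had been seen are the counts divided by 4, the libraries thinned to the smallest total, and the removal of trends on GC content or on length. The cause of the changes below was not tested, except where it is named.

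Between PRMT5 (E444Q) and PRMT5 (WT), 712 genes differed, with 66.7% of them higher. DESeq2 called 1112 genes, 706 of them shared with edgeR, and in simulated data DESeq2 also called more genes that did not differ (39 against 10). With only the 6 libraries compared, 1565 genes differed and the share of higher genes was 52.5% (822 higher, 743 lower). A change of at least 1.5-fold left 241 genes, which is by construction fewer, of which 93 were higher and 148 lower (38.6% higher). Without the GC trend there were 915 genes, 55.3% of them higher (506 higher, 409 lower). From 400 to 487 genes differed across the 6 fits that each left out 1 library, where fewer libraries were tested. The lowest count was that without the second PRMT5 (E444Q) library. The counts under the other alternatives lay within 1.5 times, such as 674 with the replicate number as a block. The deviations of libraries from their group means had correlations between -0.02 and 0.04 across genes for libraries with the same replicate number, so the numbers do not pair the libraries.

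Against 4OHT alone, a change of at least 1.5-fold left 7382 of 12571 genes with PRMT5 (E444Q) and 7918 of 12967 with PRMT5 (WT), which is again by construction. Otherwise these counts stayed within 1.5 times under every alternative run, from 11293 to 12604 and from 12140 to 13084 with 1 library left out.

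Of 91 results for a named gene in a comparison, 67 had the same direction and side of the threshold under every alternative. Among the others, 11 became weaker under at least 1 alternative, 5 stronger, and 9 changed direction, with Id4 for PRMT5 (E444Q) against 4OHT alone counted both as stronger and as changed in direction. With 1 library left out, calls were lost 12 times, in BC037039 and Tnfrsf14 between the constructs and in Nanos3 and Magea4 for PRMT5 (E444Q) against 4OHT alone, and under the other alternatives 10 times, 8 of them by construction of the 1.5-fold threshold. The stronger results are Sohlh2 between the constructs, with only the 6 libraries compared (adjusted p = 0.0451 from edgeR, up to 0.766 over its alternatives), and 4 against 4OHT alone. These are Id4 with each construct without the GC trend, Ly6k with PRMT5 (E444Q) without the first library of 4OHT alone, and Magea4 with PRMT5 (WT) without that library, with the replicate block or without the length trend. The reversed results have log2 fold changes near 0. For PRMT5 (E444Q) against PRMT5 (WT), without the filter on low counts Pax7 was at 0.004, Stra8 at 0.038, Kit at 0.028 and Gfra1 at 0.003. Stra8, at 0.000, was at 0.006 with at least 10 counts in every library, 0.002 with only the 6 libraries compared, 0.001 with the replicate block, 0.004 with counts divided by 4 and 0.031 with thinned libraries, where Gfra1 was at 0.014. Without the length trend, Utf1 was at -0.017 and Kit at 0.003. With 1 library left out, the values ranged from -0.029 to 0.139 for Id4, -0.111 to 0.020 for Pax7, -0.023 to 0.107 for Utf1, -0.101 to 0.000 for Rec8, -0.055 to 0.034 for Stra8, -0.101 to 0.317 for Ly6k and -0.033 to 0.006 for Kit. Against 4OHT alone, Id4 with PRMT5 (E444Q) ranged from -0.112 to 0.001.

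The differentiation list, with a median of -0.064, passed the threshold only under fry; its median stayed negative, from -0.080 to -0.025, under every alternative run. The self-renewal list stayed positive, from 0.066 to 0.167, and did not pass under any of them. Of 16 lists, camera called 9, from 8 to 11 with 1 library left out, and 3 with the correlation estimated from the data. Over every alternative run, the number of lists called ranged from 3 to 12.

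The number of modules was 8. It was 1 with deepSplit 0, 5 with a prior count of 5, 11 with a merge height of 0.15, and from 5 to 10 with 1 library left out. The lowest of these was that without the first PRMT5 (WT) library. The signed network and the 5000 genes with the largest variance did not reach the scale-free criterion and used power 9. The numbers of positively and negatively correlated modules were 0 and 0. A minimum size of 30 gave 1 positive module. With 1 library left out each number ranged from 0 to 1, with 1 positive module without the first or second library of 4OHT alone and 1 negative module without the first or the third. The other alternatives gave 0 in both directions. Enrichment of lists gave 0 calls under every alternative, whether or not a correlated module was there to test.

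Some genes with few counts were measured with little precision. Ly6k and Magea4, at 0.813 and 1.86 CPM with PRMT5 (E444Q), had standard errors of 0.352 and 0.222 on the log2 scale. Smaller changes of these genes could not be told from no change. Whether depth or the spread between replicates sets these errors was not tested.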

Differences from the paper's values

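No test in this part was chosen after the results were seen, except where it is said.

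The network gave 8 modules, against the paper's 24. Under the alternatives set before the data were examined the number ranged from 1 to 11, and none of them closed the gap. The number of modules positively correlated with PRMT5 (E444Q) was 0, against the paper's 4, and none of the alternatives set before the data were examined closed the gap, with 0 or 1 under each. The number of negatively correlated modules was 0, against the paper's 5, and none of these alternatives closed the gap, with 0 or 1 under each. The steps coded here leave out stages that the network package runs by default, and the effect of these stages was not tested.

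The paper states that the PRMT5 (E444Q) group has lower Kit, Dmrt1, Sohlh1 and Sohlh2. In the deposited counts, the model of all 9 libraries gave log2 fold changes against PRMT5 (WT) of -0.011, -0.081, -0.062 and -0.101. That model shares its estimate of spread with the libraries of 4OHT alone. Among genes with at least 100 CPM, the median coefficient of variation was 6.22% in those libraries, against 2.02% with PRMT5 (E444Q) and 2.53% with PRMT5 (WT). In that model 0 of the 10 differentiation genes had an unadjusted p under 0.05 from edgeR, and none passed the adjusted threshold. With only the 6 libraries compared in the model, Sohlh2 passed it, with an adjusted p of 0.0451 from edgeR, where its alternatives ranged from 0.0451 to 0.766, and Kit, Dmrt1 and Sohlh1 did not pass under any alternative run. As a list, the differentiation genes were lower with an adjusted p of 0.0123 from limma's fry, against 0.143 from camera. Against 4OHT alone, all of these genes were higher with PRMT5 (E444Q), by 2.32, 0.53, 0.84 and 0.95. The paper states that the negatively correlated modules are enriched in genes of the meiotic spindle. No negatively correlated module was found, so this could not be tested. Of a list written in place of the GO term, 27 of 31 genes lay in modules with a positive coefficient, a grouping chosen after the values were seen. The network was unsigned and a module's sign gives no direction for its genes, so this count does not bear on the paper's statement. The same list was lower with PRMT5 (E444Q) than with PRMT5 (WT), with a median of -0.103, which has the direction the paper states.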

Other observations

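Of the 30 tests, the 9 of splits of the libraries, of carry-over of feeder fibroblasts and of p53 target genes were written down before the results were seen, and the other 21 after. The genes that stand for the feeders without the matrix lists were also separated from their list only after the results had been seen.

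Among the 10 splits of the 6 libraries of PRMT5 (E444Q) and PRMT5 (WT) into groups of 3, only the real one gave as many as 712 genes (1 of 10), and the others gave between 0 and 2. Likewise 1 of 10 splits gave as many gene lists, and 1 of 10 gave as many genes for PRMT5 (E444Q) against 4OHT alone and for PRMT5 (WT) against 4OHT alone. With 10 splits the share cannot go below 0.1. For the modules, 84 of the 84 choices of 3 of the 9 libraries gave at least 0 positive and 84 gave at least 0 negative modules, which follows from the counts of 0. The most that any choice gave was 1 positive and 3 negative modules.

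The largest difference among the libraries separated 4OHT alone from both constructs, with 52.2% of the variance on the first principal component. With all libraries thinned to the smallest total, 12131 genes still differed for PRMT5 (E444Q) against 4OHT alone and 12526 for PRMT5 (WT), so depth does not account for these differences. After removal of the trend on GC content there were 12720 and 13219 genes, and after removal of the trend on length 12744 and 13146, so neither trend accounts for them. For PRMT5 (E444Q) against PRMT5 (WT) the counts were 656, 915 and 795, respectively, so neither depth nor these trends account for most of the 712 genes. The labels name no batch, so no difference between batches was tested. On the second component, with 11.0% of the variance, the first PRMT5 (WT) library stood apart, at -105.7, and without it 487 genes differed between PRMT5 (E444Q) and PRMT5 (WT).

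The libraries of the constructs differed in Prmt5 mRNA as well as in the mutation, so a lower amount of the E444Q construct may contribute to the genes that differ between them. Most of these genes lay between 4OHT alone and PRMT5 (WT) in the PRMT5 (E444Q) libraries, since 537 of 712 were called in all comparisons with the larger change with PRMT5 (WT), while 51 had the larger change with PRMT5 (E444Q). A lower amount and a loss of activity would both give this, and no group has one without the other, so they cannot be told apart for these genes. The feeder fibroblast list was graded in the same order, at -1.18 with PRMT5 (E444Q) and -1.47 with PRMT5 (WT) against 4OHT alone. The macrophage list was graded as well, at 1.446 and 2.390, respectively. A graded mix of such RNA could give this order too and stays open. Protein levels were not measured in these data, while by the paper's western blots either construct brought PRMT5 protein back.

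Extracellular matrix genes were higher with PRMT5 (E444Q) than with PRMT5 (WT). The median log2 fold change was 0.192 for collagens and laminins (39 higher, 16 lower, adjusted p = 5.16e-11 from limma's camera) and 0.095 for the Reactome set (150 higher, 78 lower, adjusted p = 6.86e-12 from limma's camera). All 28 feeder fibroblast genes were higher, with a median of 0.377 (adjusted p = 6.03e-50 from limma's camera). A candidate explanation is more carry-over of feeder fibroblasts, on which the paper's methods grow SSCs. It needs other fibroblast genes to move alike, and the 12 genes of the feeder list that are on no matrix list had a median of 0.326, with 12 of 12 higher. The collagens and laminins that are not on the feeder list had a median of 0.107. All 28 feeder genes were at 1 CPM or more in every library, and SSCs may express some of them. Against 4OHT alone the feeder list was lower, by a median of -1.18 with PRMT5 (E444Q) and -1.47 with PRMT5 (WT). Xist, chosen after its value was seen, was higher with PRMT5 (E444Q) than with PRMT5 (WT), by 0.770 (adjusted p = 0.000147 from edgeR), as were Malat1 (0.571) and Meg3 (0.898). RNA of female feeder cells would give this, but Xist was picked for its change and the sex of the feeders is not known, so female feeders and another source of Xist cannot be told apart.

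The p53 target genes were lower in both constructs than with 4OHT alone, by a median of -1.125 with PRMT5 (E444Q) (22 of 24 lower) and -1.22 with PRMT5 (WT). Restraint of p53 by PRMT5 activity alone would leave the catalytically dead construct near 4OHT alone, and the value of -1.125 argues against it as the whole cause. Between PRMT5 (E444Q) and PRMT5 (WT) the median was 0.079, with 21 of 24 genes higher (adjusted p = 1.15e-05 from limma's camera). The feeder list moved in the same order, and the methods treat feeder cells with mitomycin C, which damages DNA. For this smaller difference, PRMT5 activity and the share of feeder RNA cannot be told apart. Against 4OHT alone the feeder list also fell, by -1.18 with PRMT5 (E444Q) and -1.47 with PRMT5 (WT). Less feeder RNA therefore stays open for the larger difference too, and -1.125 does not measure an effect of the construct on p53.

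A smaller share of germ cells in the PRMT5 (E444Q) libraries is a candidate explanation for the slightly lower differentiation genes. The germ cell genes were lower as well, with a median of -0.073 (17 of 20 lower, adjusted p = 0.00323 from limma's camera), and -0.074 without the genes that are also on the differentiation list, which this explanation needs. It would also raise the genes of every other cell type alike, while the feeder list rose and the macrophage list fell, by a median of -0.676. These lists therefore did not move alike, which a lower share of germ cells alone would require. This concerns the other cells and cannot exclude a smaller share of germ cells for the differentiation genes. More feeder RNA also stays open. For both constructs against 4OHT alone, the germ cell genes were higher, by 0.712 and 0.812, and the differentiation genes by 0.893 and 0.975. The macrophage list rose by 2.390 with PRMT5 (WT) where the feeder list fell. This again concerns the other cells and cannot by itself decide on a larger share of germ cells. A larger share of germ cells, or less feeder RNA alone, would raise genes of germ cells by a single factor. With PRMT5 (E444Q) the differentiation genes rose by 0.519 (Tex101, standard error 0.050) to 2.318 (Kit, standard error 0.064), and 4 of 20 germ cell genes fell. These values argue against a larger share of germ cells or less feeder RNA as the whole cause for these genes, while a contribution of each stays open. The test that compares the macrophage and feeder lists was chosen in place of the one first written, on germ cell genes alone.

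Most genes that respond to GDNF were lower in both constructs than with 4OHT alone. The 10 genes of the list had medians of -1.587 with PRMT5 (E444Q) and -1.642 with PRMT5 (WT), and 0.016 between the constructs. Without Etv5, for which the list was written and which is also a self-renewal gene, the medians were -1.041, with 9 of 9 genes lower (adjusted p = 1.93e-07 from limma's camera), and -0.999, with 8 of 9 lower (adjusted p = 4.91e-06 from limma's camera), respectively. This is consistent with a lower response to GDNF in both constructs, as a hypothesis. It does not show that such a response accounts for the other genes that differ from 4OHT alone. Dusp6 was at 122 to 135 CPM in the libraries with 4OHT alone and at 15.6 to 17.8 CPM in those with a construct.

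The ribosomal protein genes had a median log2 fold change of 0.053 between PRMT5 (E444Q) and PRMT5 (WT) (adjusted p = 0.147 from limma's camera), with 69 higher and 24 lower. Reads split between a gene and its near-identical copies could change single genes, and 44 of 93 have such copies. For PRMT5 (WT) against 4OHT alone, the median size of the change over these 44 genes was 0.209 for the genes alone and 0.190 for the sums with their copies, and 19 of the 44 sums changed less than the gene, so such reads do not account for the median change. The largest changes among the 44 genes were those of Rps18 and Rps2, and in 2 of these 2 genes the change shrank in the sum, from 3.373 to -0.030 and from 3.041 to 0.689, respectively. These genes were chosen for their change, so for the largest changes such a split stays open.

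Among the genes with the largest changes between PRMT5 (E444Q) and PRMT5 (WT), Pcdhga9 was higher by 4.54 and Pcdhgb8 by 3.73. Both lie in the protocadherin gamma cluster, whose genes overlap and share exons, so their values are uncertain. Of the 22 genes of the cluster tested, 16 were higher, 2 of them past the adjusted threshold, and 1 was lower past it. The sum over the cluster changed by 0.302, from 148.8 to 149.8 CPM in the PRMT5 (WT) libraries to 183.8 to 184.5 CPM in the PRMT5 (E444Q) libraries. Reads assigned differently among the 22 genes would leave the sum level, so they do not account for its rise. Other genes that overlap the cluster are not in the sum, so reads exchanged with them stay open. The falls of single genes equalled 39.3% of the rises of others in CPM, so part of the rises remains open to such reads. For these single genes, reads assigned differently and a change of promoter within the cluster cannot be told apart. BC037039 (1.71, overlapping Pcdhgc3) and 8030451A03Rik (1.36, overlapping Tnc) are uncertain for the same reason, and Tnfrsf14 was higher by 1.31. With 1 library left out, BC037039 ranged from 1.31 to 2.29 and Tnfrsf14 from 1.10 to 1.78, and both lost the adjusted threshold without the first PRMT5 (E444Q) library, among others. The largest decreases were those of AL732309.1 (-4.38, overlapping Ndor1 and therefore uncertain), Car4 (-2.49), Slco4a1 (-2.30), Clec12a (-2.03) and Cybb (-1.81). AL732309.1 was uneven in the PRMT5 (WT) libraries, at 9.07, 0.40 and 4.01 CPM, and ranged from -4.92 to -3.40 with 1 library left out. Against 4OHT alone, the largest decreases were those of Mmp10 (-5.50), Dach1 (-5.44) and Crisp1 (-5.43) with PRMT5 (E444Q), and of Pcdhga9 (-6.12), Mmp10 (-5.80) and Dach1 (-5.80) with PRMT5 (WT).

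The remaining lists between PRMT5 (E444Q) and PRMT5 (WT) had small medians. Antibacterial defence genes had a median of -0.023 with 10 higher and 12 lower (adjusted p = 6.12e-06 from limma's camera), antioxidant enzymes 0.014 (adjusted p = 0.0377 from limma's camera) and the Reactome set for detoxification of reactive oxygen species 0.054 (adjusted p = 0.00797 from limma's camera). The adjusted p from limma's camera was 0.616 for translation initiation factors (median 0.003), 0.336 for the Reactome set for eukaryotic translation initiation (0.038), 0.158 for that for meiosis (-0.037) and 0.0559 for that for the mitotic spindle checkpoint (-0.033). Of the 9 lists called by camera, the feeder fibroblast, p53 target and antibacterial defence lists were also called with the correlation estimated from the data. By fry, 9 lists were called, with the differentiation list in place of the Reactome set for reactive oxygen species. Stat3 differed by -0.087 between the constructs (adjusted p = 0.667 from edgeR) and by -0.42 and -0.33 from 4OHT alone.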
